# Involvement of *HB-EGF/Ascl1/Lin28a* Genes in Dedifferentiation of Adult Mammalian Müller Glia

**DOI:** 10.3389/fmolb.2020.00200

**Published:** 2020-08-14

**Authors:** Megan L. Stanchfield, Sarah E. Webster, Mark K. Webster, Cindy L. Linn

**Keywords:** mammalian retinal regeneration, Müller glia, dedifferentiation, retinal pigment epithelium, α7 nicotinic acetylcholine receptor agonist

## Abstract

Previous studies from this lab have determined that dedifferentiation of Müller glia occurs after eye drop application of an α7 nicotinic acetylcholine receptor (nAChR) agonist, PNU-282987, to the adult rodent eye. PNU-282987 acts on α7 nAChRs on retinal pigment epithelial cells to stimulate production of Müller-derived progenitor cells (MDPCs) and ultimately lead to neurogenesis. This current study was designed to test the hypothesis that the activation of genes involved in the *HB-EGF/Ascl1/Lin28a* signaling pathway in Müller glia leads to the genesis of MDPCs. RNA-seq was performed on a Müller glial cell line (rMC-1) following contact with supernatant collected from a retinal pigment epithelial (RPE) cell line treated with PNU-282987. Differentially regulated genes were compared with published literature of Müller glia dedifferentiation that occurs in lower vertebrate regeneration and early mammalian development. *HB-EGF* was significantly up-regulated by 8 h and expression increased through 12 h. By 48 h, up-regulation of *Ascl1* and *Lin28a* was observed, two genes known to be rapidly induced in dedifferentiating zebrafish Müller glia. Up-regulation of other genes known to be involved in mammalian development and zebrafish regeneration were also observed, as well as down-regulation of some factors necessary for Müller glia cell identity. RNA-seq results were verified using qRT-PCR. Using immunocytochemistry, the presence of markers associated with MDCP identity, *Otx2*, *Nestin*, and *Vsx2*, were found to be expressed in the 48 h treatment group cultures. This study is novel in its demonstration that Müller glia in adult rodents can be induced into regenerative activity by stimulating genes involved in the *HB-EGF/Ascl1/Lin28a* pathway that leads to MDPCs after introducing conditioned media from PNU-282987 treated RPE. This study furthers our understanding of the mechanism by which Müller glia dedifferentiate in response to PNU-282987 in the adult mammalian retina.

## Introduction

Neurodegenerative diseases of the retina such as glaucoma, macular degeneration, retinal ischemia, and diabetic retinopathy lead to irreversible loss of retinal cells in adult mammals (Velez-Montoya et al., 2013; Weinreb et al., 2014; Duh et al., 2017; Dattilo et al., 2018). However, within the mammalian neuronal retina, neurogenesis does not typically occur after early development (Dhomen et al., 2006; Lamba et al., 2006; Sehgal et al., 2008). Decades of research has been performed in an effort to understand the inability of mammals to regenerate the central nervous system in adults, given the fact that many other animals are able to do so throughout adulthood (Dmitrieva et al., 2007; Gorsuch and Hyde, 2014). It is thought that the mechanism by which central nervous system regeneration occurs exists within mammals but has been inhibited through evolutionary time (Chen and Tonegawa, 1998; Nicholls et al., 1999; Tanaka and Ferretti, 2009; Echeverri, 2020).

Previous work from this lab has shown that administration of PNU-282987, an α7 nAChR-specific agonist (Bodnar et al., 2005; Iwamoto et al., 2013, 2014; Mata et al., 2015) via eye drops onto adult mice and rat eyes induced cell cycle reentry of Müller glial cells, which led to genesis of new mature retinal neurons. New cells first appeared in the inner nuclear layer and then migrated to the other layers (Webster et al., 2017, 2019). This observed inner nuclear migration is consistent with regenerative capacities in developing mice (Tackenberg et al., 2009; Webster et al., 2017). Cell cycle reentry was indicated by the presence of 5-bromo-2′-deoxyuridine (BrdU) positive cells observed after eye drop application of PNU-282987. The source of new BrdU positive cells was found to be Müller glia through lineage tracing with a transgenic TdTomato-Müller glia reporter line (Webster et al., 2017, 2019).

However, Müller glia do not express α7 nAChRs (Dmitrieva et al., 2007; Iwamoto et al., 2013, 2014; Webster et al., 2019). Of the cell types within the neural retina which contain α7 nAChRs, namely bipolar, some amacrine cells and retinal ganglion cells (Webster et al., 2017; Hall et al., 2019), acetylcholine (ACh) released from the starburst amacrine cells does not induce proliferation or interkinetic nuclear migration of Müller glia under physiological conditions. Instead, evidence was provided that PNU-282987 acts on the retinal pigment epithelium (RPE) when applied as eye drops (Webster et al., 2019). RPE cells contain α7 nACh receptors, are known to secret at least 20 different compounds under normal physiological conditions including growth factors and hormones, and are separated from ACh stimulation under normal physiological conditions by the outer limiting membrane (Grierson et al., 1994; Yoshii et al., 2007; Maneu et al., 2010). When PNU-282987 is administered as eyedrops into the eyes of adult mice and rats, it is hypothesized that PNU-282987 binds to alpha7 nAChRs on RPE directly outside the neural retina (Webster et al., 2019) to release signaling molecules onto the end feet of Müller glia, that then asymmetrically divide to produce Müller-derived progenitor cells (MDPCs). Evidence to support this hypothesis was provided by experiments in which RPE-J cell lines in culture were treated with 100 nM PNU-282987 and the resulting intraocular injection of supernatant was sufficient to produce cell cycle reentry of Müller glia in adult rodents *in vivo* (Webster et al., 2019).

This mechanism of generating new neurons from Müller glia is consistent with regeneration of the retina in adult zebrafish following injury. In Zebrafish, the *HB-EGF/Ascl1/Lin28a* pathway is found to be crucial in retinal regeneration following injury (Wan et al., 2012; Wan and Goldman, 2016). HB-EGF is one of many ligands which activate EGF receptors, others of which include EGF and TGFα (Wan et al., 2012). HB-EGF is localized to the point of damage in an injured zebrafish retina. It has been demonstrated that *HB-EGF* activates regeneration-associated gene *Ascl1*, which has been shown to modulate histone binding involved in dedifferentiation of neuronal cells (Vierbuchen et al., 2010). Ascl1 activates RNA binding protein Lin28a, which is known to inhibit microRNA *Let-7* (Yao et al., 2016). *Let-7* is involved in inhibition of proliferative abilities in adult Müller glia in zebrafish (Yao et al., 2016). When *Let-7* is inhibited, the *Wnt* pathway is active, leading to dedifferentiation of Müller glia to produce MDPCs (Yao et al., 2016). In this current study, evidence will be presented that these pathways are also involved in the PNU-282987 response in mammalian Müller glia.

This study was designed to explore the gene expression profiles involved in dedifferentiation of adult Müller glia cells to MDPCs in mammals. These studies demonstrate that exposure of cultured Müller glia cells to transwells of RPE cells treated with PNU-282987, will induce genesis of MDPCs. In addition, the results from this study support the hypothesis that the *HB-EGF/Ascl1/Lin28a* pathway is activated in Müller glia after stimulation of supernatant from PNU-282987 treated RPE adult rat cell lines. The results from transcriptomic analysis were compared to published pathways involved in retina development and/or retinal regeneration. Furthermore, the transcriptomics were used to describe potential interactions involved in the dedifferentiation of mammalian Müller glia. Additionally, it was demonstrated that communication between PNU-282987-activated RPE and Müller glia can induce progenitor-like fate in Müller glia culture, a process that does not typically occurs in adult mammals. Understanding these mechanisms is an important step in learning to control neurogenesis and regeneration in the adult mammalian retina.

## Materials and Methods

### Cell Culture

#### Culture of RPE Cell Lines

RPE cells derived from rats (RPE-J; 4-6 passages) were grown in Dulbecco’s modified Eagle’s medium containing 8% fetal bovine serum, 1% L-Glutamine, and 1% penicillin-streptomycin, using standard cell culture techniques and incubated in 33°C with 5% CO_2_. Propagation of RPE-J cell lines requires incubation lower than the standard 37°C. Cell culture reagents were obtained from Thermo Fisher Scientific (Waltham, MA, United States). RPE-J cell cultures were treated with dimethylsulfoxide (DMSO) (vehicle control) or PNU-282987 (100 nM; Sigma-Aldrich, St. Louis, MO, United States) for 24 h. Cells were plated in a T75 flask, 35 mm dish for immunocytochemistry or briefly in a 100 mm transwell dish (Corning, Inc., Corning, NY, United States) for co-culture with a cell line of Müller glia (rMC-1) and grown to 80% confluency. PNU-282987 or DMSO was applied to transwell or 35 mm dishes for 1 h. After thorough washing cells to remove any residual PNU-282987, cells were either placed in the co-culture system, or left for 72 h and “activated RPE supernatant” was collected. 100 nM PNU-282987 was used in this study, as previous dose-response studies from this lab have found 100 nM PNU-282987 to elicit the most robust proliferation response (Webster et al., 2017).

#### Culture of Müller Glia Cell Lines

Müller glia cells derived from rats (rMC-1; 4-6 passages) were grown in Dulbecco’s modified Eagle’s medium containing 8% fetal bovine serum, 1% L-Glutamine, and 1% penicillin-streptomycin, using standard cell culture techniques and incubated at 37°C with 5% CO_2_. After 3 days, cells were switched to 33°C with 5% CO_2_ so they could be co-cultured with RPE cells. The change in temperature had no effect on Müller glia growth and morphology if they were first cultured in 37°C with 5% CO_2_. Müller glia were co-cultured with RPE-J in transwells at 33°C with 5% CO_2_. Cell culture reagents were obtained from Thermo Fisher Scientific (Waltham, MA, United States). rMC-1 cell cultures remained untreated and were co-cultured with RPE-J cells that had previously been treated with DMSO (vehicle control) or PNU-282987 (100 nM; Sigma-Aldrich, St. Louis, MO, United States). rMC-1 cells were plated in a T75 flask, 35 mm dish for immunocytochemistry, or briefly in a 100 mm transwell dish (Corning, Inc., Corning, NY, United States) and grown to 80% confluency for coculture with RPE-J. For RNA extraction, Müller glia were exposed to treated RPE via transwells for set times (8, 12, 24, or 48 h). When these co-culture exposure times were completed, cells were collected using 1:250 trypsin-EDTA and gently pelleted using centrifugation. For immunocytochemistry, Müller glia were grown to 30% confluency and treated with activated RPE-J supernatant after treatment with DMSO or PNU-282987 for 0, 8, or 48 h or were incubated in transwells containing treated RPE-J cells for the same amount of time.

### RNA Extraction and RNAseq Analysis

Direct-zol RNA Miniprep kit (R2051; Zymo Research) was used for RNA extraction following the protocol provided. RNA from Müller glia cells in culture was collected in RNase-free water and stored at −80°C or on dry ice for overnight shipment to GeneWiz. GeneWiz performed RNA-seq next generation sequencing (NGS) using the Illumina NextSeq 550 high-output platform (Illumina, San Diego, CA, United States). Sequence reads were trimmed using Trimmomatic v.0.36. Trimmed sequence reads were mapped to the *Rattus norvegicus* Rnor6.0 reference genome available on ENSEMBL. Unique gene hit counts were calculated using featureCounts (subread package v.1.5.2). GeneWiz provided Deseq2 bioinformatics analysis. Pathway analysis was additionally performed in this lab using Reactome (Fabregat et al., 2014).

### Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

qRT-PCR was preformed using the SuperScript III Platinum One-Step kit with ROX (11745500, Thermo Fisher) with RNA collected from each of the five timepoints, as described previously. 50 ng of RNA was used for each reaction with a RIN ≥ 7 and set up in 10 μL reaction volumes, as per the manufacturers protocol. IDT and Thermo pre-designed primer/probe assays were used (Table 1) and efficiencies were validated for each primer/probe set to be between 90 and 110% (Supplementary Table S1). Each sample was run in triplicate and each assay was repeated in triplicate. For relative comparison of gene expression, the real-time results were analyzed using the comparative Ct method (2^–ΔΔ*Ct*^) normalized to a *Gapdh* housekeeping control. Negative controls were performed for each RNA sample and each primer/probe set in which no Reverse Transcriptase and no RNA template were added, respectively.

**TABLE 1:** Primer/probe assays used.

Gene symbol	Gene assay ID
HB-EGF	Rn.PT.58.9646801
Ascl1	Rn.PT.58.17863661.g
Lin28a	Rn.PT.58.33962866
Fgf11	Rn.PT.58.5164978
Fgf9	Rn.PT.58.10285426
Sox9	Rn.PT.58.29440750
Fzd9	Rn00596271_s1
Mmp9	Rn00579162_m1
Gli3	Rn01538495_m1
Bcat1	Rn.PT.58.44552624
Bmp4	Rn.PT.58.36829962
Gapdh	Rn.PT.39a.11180736.g

*Summary of primer probes used for qRT-PCR Taqman Assay.*

### Immunofluorescence for Müller Glia in Culture

Müller glia cells were grown to 30% confluency on 35 mm dishes (Thermo Fisher Scientific, Waltham, MA, United States) and treated for 0, 8, and 48 h with activated RPE supernatant or in transwells containing PNU-282987 treated RPE cells. After treatment, Müller glia cells were fixed using 4% paraformaldehyde (PFA) for 10 min at room temperature. PFA was then removed, and cells were washed 3x with 1X Phosphate Buffer Saline (PBS). To increase permeabilization, 0.5% Triton X-100 in 1X Tris Buffer Saline (TBSTr) was added and cells were incubated at room temperature for 15 min. TBSTr was removed and replaced with TBSTr with 10% Normal Goat Serum (NGS) for 4 h to minimize non-specific binding. Primary antibodies were diluted at a ratio of 1:300 in 1X TBS + 0.05% Triton X-100 with 1% NGS and incubated overnight at 4°C. Primary antibodies (Table 2) were then removed and cells were washed 3x with 1X TBS + 0.05% Triton X-100 for 10 min. Fluorescent dye labeled secondary antibodies (Table 2) were added for 2 h at room temperature in the dark, followed by Hoescht counterstain (1:10,000) for 10 min at room temperature. Cells were again washed 3x with 1X TBS. Fluorescently labeled cells were viewed using Nikon C2 + scanning confocal microscopy. Antibodies against OTX2, VSX2, and Nestin were used to identify the presence of retinal progenitor cells, and Vimentin was used to label Müller glial cytoskeleton as a positive control. All reagents were obtained from Thermo Fisher Scientific (Waltham, MA, United States) and antibodies were obtained from Abcam^®^, Inc. (Cambridge, MA, United States). In control studies, experiments were conducted to determine the specificity of all antibodies used. Antibodies used in this study originated from rabbit, mouse, goat, donkey, or sheep. Antibody processing was performed on untreated Müller glia rMC-1 cells as well as in experimentally treated cells of the same type to determine if positive labeling occurred in untreated controls. The number of immunostained cells in individual culture wells were normalized to the total number of cultured cells in each culture well that were counterstained with Hoescht. N’s of 5-10 were collected for each antibody used in this study and counts were averaged. In control studies, cells were processed with the primary antibody omitted. No significant epifluorescence was observed if the primary antibody was omitted.

**TABLE 2:** Antibodies used in immunocytochemistry of rat-derived cell lines.

1° Antibody	Immunogen	Cat. number	1° Dilution	2° Antibody	Cat. number	2° Dilution
Mouse α-Vimentin	Müller glia cytoskeleton	ab8978	1:300	Goat α-mouse	ab150120	1:300
Mouse α-Nestin	Retinal progenitor	ab6142	1:300	Goat α-mouse	ab150120	1:300
Rabbit α-OTX1/2	Retinal progenitor	ab92515	1:300	Goat α-rabbit	ab150088	1:300
Sheep α-CHX10 (VSX2)	Retinal progenitor	ab16141	1:300	Donkey α-sheep	ab150177	1:300

*Summary of primary and secondary antibodies used to test the presence of retinal progenitor cell markers in Müller glia which were exposed to supernatant of RPE cells treated with DMSO vs. PNU-282987.*

### Statistical Analysis

Single comparisons involved a Student’s paired *t*-test for all culture experiments. For experiments requiring multiple comparisons, one-way ANOVA with *post hoc* analysis using the Holm-Bonferroni correction was performed. A Wald test was performed to generated *P*-values and log_2_ fold changes of RNA-seq results. Results were considered significant if *P* ≤ 0.05 and log_2_ fold changes were > 1 or < −1. Statistical analysis for RNA-seq was provided by GeneWiz. Heat map samples of significant genes were determined by systematic sampling using the equiprobability method to in order to accurately represent total sDEGs at each timepoint.

### Bioinformatics

Bioinformatics performed by GeneWiz provided significant differentially expressed genes (sDEGs) and Volcano plots using the Wald test to determine DEGs with a *P*-value ≤ 0.05 and log_2_ fold changes > 1 or < −1. Heat maps were generated using Morpheus and Violin Plots using Plotly. Reactome was used to determine biological processes associated with pathways of identified genetic markers. Binary Alignment Sequences (BAMs) were generated by GeneWiz using STAR Aligner v.2.5.2b. All other tables and graphs were generated using Excel.

## Results

### Experimental Design

Previous studies from this lab found that supernatant collected from RPE cells treated with PNU-282987 (activated RPE) was sufficient to produce cell cycle reentry of the adult mammalian Müller glia in the retina when the supernatant was injected into the vitreal chamber of adult rodents *in vivo*. These same studies demonstrated that BrdU positive Müller glia dedifferentiate into MDPCs (Webster et al., 2017, 2019). To identify changes in Müller glia gene expression after exposure to activated RPE supernatant, RNA-seq was performed (GeneWiz Inc., NJ, United States) from total RNA extracted from Müller glia. rMC-1 Müller glial cell lines (Kerafast ENW001) were exposed to activated RPE via 75 mm Transwell (Corning 3419) dishes (Figure 1). RPE cells were cultured for 8, 12, 24, and 48 h in normal media (8% FBS DMEM with L-glutamine and Penicillin/Streptomyocin, Gibco 11971025) after exposure to 100 nM PNU-282987 for 24 h, followed by thorough rinsing with PBS. Previously, RPE culture was treated with PNU for 24 h, washed, and subsequently left in normal media for 72 h before injection in the mouse eye. This timeline induced robust BrdU incorporation (Webster et al., 2019). Subsequent experiments analyzed 12, 24, and 48 h cultures, which all showed some level of BrdU incorporation in the mouse retina (unpublished). This information was used to select the appropriate time points in order to see early changes in Müller glia transcript as well as changes leading up to the maximum response attainable while maintaining healthy cell cultures. In some 75 mm transwell dishes, RPE-J cells were treated with 1% DMSO for 24 h instead of 100 nM PNU-282987 to act as a vehicle control. Figure 1 summarizes the procedures used to perform these experiments.

**FIGURE 1:**
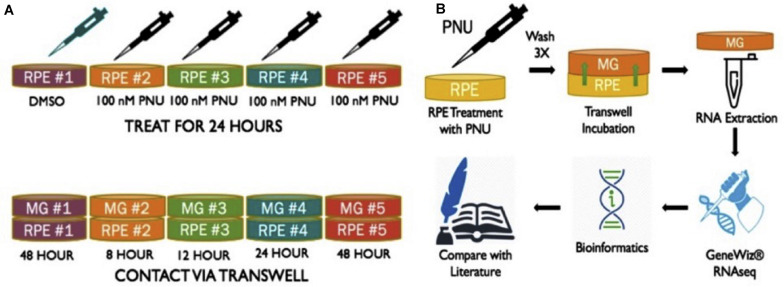
Schematic of methods performed to obtain RNA from Müller glia exposed to PNU-282987 treated RPE cells. **(A)** (1) RPE-J treated for 24 h with DMSO as a vehicle control. (2-5) RPE-J cells treated for 24 h with PNU-282987. PNU-282987 was removed and thoroughly washed away with PBS before being replace with normal media. **(B)** After PNU-282987 treatment and thorough rinsing, RPE were exposed to rMC-1 cells via transwells and allowed to incubate for 8, 12, 24, and 48 h. RNA was extracted from Müller glia and sent to GeneWiz for RNA sequencing. Some bioinformatics was performed to determine log_2_ fold changes of identified RNA sequences compared to DMSO controls.

### RNA Sequencing of Müller Glia Exposed to PNU-282987-Treated RPE Supernatant

In order to investigate transcriptional changes in Müller glia following the treatment with PNU-282987 described in Figure 1, RNA-seq analysis of a Müller glial cell line was performed. Each sample was sequenced by GeneWiz using the Illumina NextSeq 550 high-output platform (Illumina, San Diego, CA, United States). 

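RNA was sequenced from rMC-1 cells, an immortalized line of rat retinal Müller glia, that had shared transwell dishes with RPE-J cells, a rat retinal pigment epithelium line. The RPE-J cells had been exposed to PNU-282987 at 100 nM, an agonist of the α7 nicotinic acetylcholine receptor, or to the vehicle DMSO, and had been washed before the co-culture. The Methods and the sample labels give an exposure of 24 h, another sentence of the Methods gives 1 h, and the description of the series adds a further 24 h of growth between washing and co-culture. The rMC-1 cells were grown at 37°C and moved to 33°C for the co-culture. There were 5 libraries, with PNU at 8, 12, 24 and 48 h of co-culture and DMSO at 48 h, and each condition had 1 library. No difference between conditions therefore has a replicate check, and all 4 comparisons share the DMSO library. Because DMSO was taken at 48 h only, the 8, 12 and 24 h comparisons also differ in time in co-culture. At those times an effect of PNU cannot be told apart from one of time. The titles of the DMSO, 24 h and 48 h libraries mark them as resubmitted and those of the 8 h and 12 h libraries do not, so that submission and early time cannot be told apart. The RNA integrity numbers that Supplementary Table S1 lists for these conditions, beside the qRT-PCR data, are 8.7 for DMSO, 8.6 at 8 h, 6.1 at 12 h, 6.8 at 24 h and 6.1 at 48 h. The authors' reads from polyA-selected libraries were trimmed with Trimmomatic 0.36, aligned to the rat genome Rnor6.0 with STAR 2.5.2b and counted per gene with featureCounts from Subread 1.5.2, as the Methods and the submitters' processing notes state. The authors deposited TPM for each library and, for each time point against DMSO, counts normalized by DESeq2, a log2 fold change and a p-value. The normalized counts were whole multiples of a common step in 100% of the values, within 0.01 read, and gave back the reads of each gene. The reads in the tables came to 44781734 for DMSO, 56199506 at 8 h, 57749371 at 12 h, 49200455 at 24 h and 47605805 at 48 h. Log2 ratios were taken from TPM with a pseudocount of 1 TPM in the 12576 of 32552 genes with a mean of at least 1 TPM over the 5 libraries, and they understate the change of low genes. The median gene lay at −0.32 at 8 h, −0.30 at 12 h, −0.05 at 24 h and −0.31 at 48 h, and log2 ratios are given relative to that median gene, a centring chosen after this shift was seen. Folds of single genes are ratios of normalized reads to DMSO, with a 95% interval that covers counting error only. Gene lists were fixed before the data were examined, and the median of each list was placed among 10000 random lists of the same size matched on mean TPM, which describes these libraries and is not a test of the conditions.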

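More genes were detected in the 48 h library than in any other of the 5 libraries. Genes above 0 TPM numbered 18854 in DMSO, 18931 at 8 h, 18510 at 12 h, 19964 at 24 h and 21051 at 48 h, although the 48 h library held fewer reads than the 8 h and 12 h libraries. Genes at 1 TPM or more numbered 12514 in DMSO, 11912 at 8 h, 11964 at 12 h, 12559 at 24 h and 13272 at 48 h. The 100 most abundant genes took 31.3% of TPM in DMSO, 31.7% at 8 h, 31.8% at 12 h, 32.8% at 24 h and 37.0% at 48 h. The authors' deposited tables list 13705 genes at 8 h, 13708 at 12 h, 13763 at 24 h and 15143 at 48 h.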

Log_2_ fold expression changes were obtained in approximately 15,000 identified genes total for the four timepoints. 1050 significantly differentially expressed genes (sDEGs) were identified, and were compared to literature identifying genes of interest known to be involved in dedifferentiation of Müller glia in teleost fish upon retinal injury (Hitchcock et al., 1996; Fischer and Reh, 2001; Ramachandran and Zhao, 2011; Meyers et al., 2012; Wan et al., 2012; Centanin and Wittbrodt, 2014; Goldman, 2014; Gorsuch and Hyde, 2014; Yao et al., 2016), as well as those involved in early development of the retina in vertebrate mammals such as mouse and rat (Bhattacharjee and Sanyal, 1975; Wang et al., 2001; Dhomen et al., 2006; Locker et al., 2006; Nelson et al., 2009; Phillips et al., 2011; Wright et al., 2015; Xia and Ahmad, 2016). Teleost fish, specifically zebrafish, were chosen as a comparative focal point in this study based on the zebrafish’s ability to regenerate the retina in adulthood following injury, the extensive availability of research published on this topic, and the finding that PNU-282987 induced neurogenesis in rats and mice are generated from Muller glia (Webster et al., 2017, 2019). For comparison, 100 molecules of interest per timepoint were chosen as a focus for this study, illustrated in the heat map in Figure 2A. The 100 genes per timepoint chosen to represent the sDEG data were identified by systematic sampling using the equiprobability method to accurately represent the distribution of log_2_ fold changes identified as significant at the timepoint.

**FIGURE 2:**
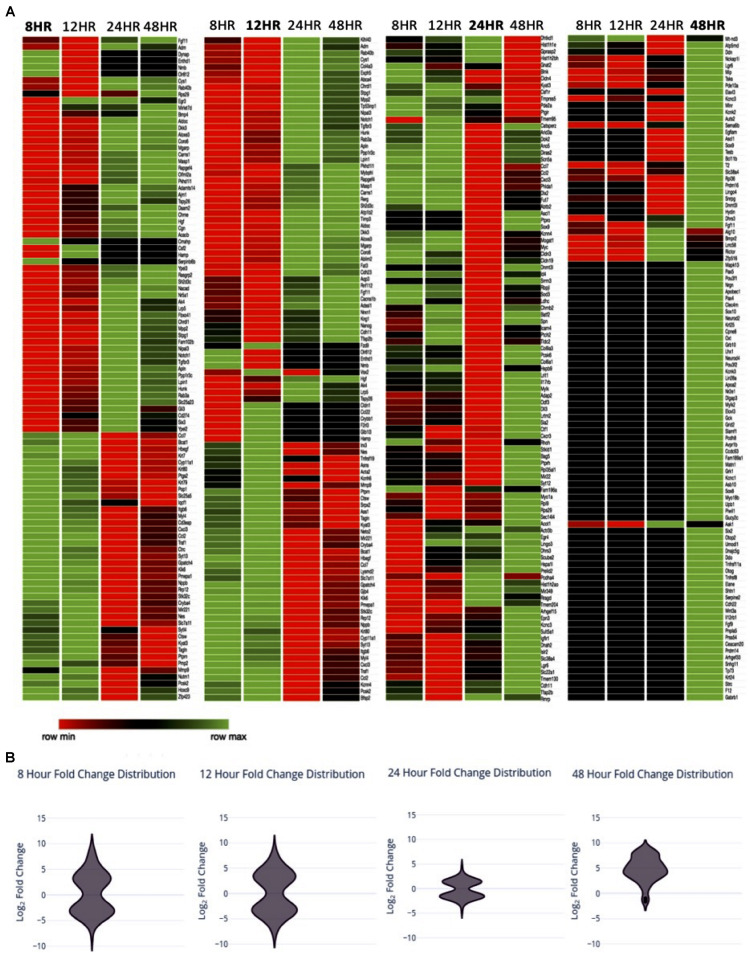
Expression changes over time **(A)** Heat map with of sDEGs from Müller glia RNA expression changes 8, 12, 24, and 48 h post-exposure to PNU-282987 treated RPE cells, compared to 48-h DMSO control conditions. sDEGs represented include a linear sample of total sDEGs per timepoint. Created using Morpheus. **(B)** Violin distribution plots of sDEGs per timepoint at the timepoint represented.

In Table 3, the number of sDEG at each collection time point is summarized as well as the direction of expression for the genes at each collection time point and any change in gene expression at later time points. For example, at the 8-h time point, 409 DEGs were found to be statistically significant (*P*-value < 0.05, log_2_ fold change > 1 or < −1) compared to DMSO control. 

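Genes of secreted chemokines and of a contractile protein were highest over DMSO at 8 h among genes with a symbol and a mean of at least 5 TPM. Ccl2, a monocyte chemoattractant, was at 427 TPM against 37.6 TPM in DMSO, a log2 ratio of 3.80. Ccl7 and Cxcl3, which also encode chemokines, were higher by 3.70 and 3.66, the myosin light chain gene Myl4 by 3.74, and Pmepa1, a target of TGF-β signaling, by 3.40. Lowest at that mean among genes with an informative name were Ak4, a mitochondrial adenylate kinase, at −3.09, Ypel3 at −3.08, and the glycolytic aldolase Aldoc at −3.04, which went from 228 TPM in DMSO to 21.3 TPM. The unnamed gene AABR07072995.1 and the small RNA gene RF00019 were lower still, at −3.29 and −3.21. Of 12576 genes, 537 were at least 2-fold higher and 2341 at least 2-fold lower in TPM as deposited, which counts sizes only. Relative to the median gene the counts were 1154 higher and 1230 lower, and with median-of-ratios factors 931 higher and 1529 lower. A pseudocount of 5 TPM left 1436 genes at least 2-fold apart, and 261 genes were at least 4-fold apart. Unlike DMSO, the 8 h library was not marked as resubmitted.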

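The genes called at 8 h included 11 of the 37 genes of hypoxia and glycolysis, all of them lower, and 8 of the 25 chemokine, cytokine and NF-κB target genes, all of them higher. The authors' deposited table listed 190 genes as higher and 259 as lower at a p of at most 0.05 and a log2 fold change above 1 or below −1. The calls rested on a median of 1642 reads over the 8 h and DMSO libraries together, and 47 of the 449 lay below 1 TPM in DMSO. The log2 fold changes of higher calls in the authors' deposited table had a median of 2.21, and those of lower calls a median of −2.30. Both extremes of that table came from genes with 0 reads in either library, and among genes with reads in both libraries the values reached 6.59 and −6.13. The smallest adjusted p in the authors' deposited table was 0.994, so that 0 genes passed at 0.05. An exact test of the reads of these libraries, added after the data were seen, called 3771 genes at the same fold threshold, all 449 among them, and compares the libraries rather than the conditions.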

At 8 h, 240 of the 409 DEGs were down-regulated compared to control (log_2_ fold change between −1.81 and −8.01), while 169 (41.3%) were up-regulated (log_2_ fold change between 1.78 and 8.56). 

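Genes that were far below DMSO at 8 h lay near DMSO at 24 h. The 24 h and 48 h libraries share the resubmission mark of DMSO and the 8 h library does not. A return to DMSO therefore cannot be told apart from submission. Aldoc was at a log2 ratio of 0.23 at 24 h and 0.30 at 48 h, Ypel3 at −0.10 and 0.30, and Fam102b at −0.22 and −0.91. Ak4 was higher than DMSO at 24 h, by 0.73, and lower at 48 h, at −0.66. Of the 259 lower calls at 8 h, 86 lay above DMSO in TPM as deposited at 24 h (33.2%, exact 95% interval 27.5% to 39.3%) and 8 at 48 h (3.09%, 1.34% to 6.00%). Among all genes, 42.1% lay above DMSO at 24 h and 22.0% at 48 h. At 24 h, 240 of the 259 (92.7%) were within 0.5 of DMSO on the log2 scale and 1 was at least 2-fold above it. At 48 h, 59 were still at least 2-fold lower and 0 at least 2-fold above. Relative to the median gene, 42.9% lay above at 24 h and 20.8% at 48 h.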

The majority of sDEGs that were down-regulated at 8 h reversed and were up-regulated by 24 and 48 h post-treatment. Conversely, the majority of sDEGs that were up-regulated at 8 h were down-regulated by 24 and 48 h post-treatment. 

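The chemokine genes that stood highest at 8 h were below DMSO at 24 h, where the library shares the resubmission mark of DMSO. Ccl2 was at a log2 ratio of −1.00 at 24 h and 0.52 at 48 h, and Cxcl3 at −0.99 and 0.31, while Pmepa1 was at −0.57 and 0.02. Myl4 remained higher, by 0.68 at 24 h and 1.63 at 48 h. Of the 190 higher calls at 8 h, 113 lay below DMSO in TPM as deposited at 24 h (59.5%, exact 95% interval 52.1% to 66.5%), against 57.9% of all genes. At 48 h, 95 lay below DMSO (50.0%, 42.7% to 57.3%), against 77.9% of all genes. At least 2-fold below DMSO were 3 of the 190 at 24 h and 0 at 48 h, and 84.2% lay within 0.5 of DMSO on the log2 scale at 24 h. Relative to the median gene, 53.2% lay below at 24 h and 12.6% at 48 h.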

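The genes called at 12 h followed a like course, and the 12 h library too lacks the resubmission mark of DMSO, 24 h and 48 h. Ccl7, higher by 4.07 on the log2 scale at 12 h, was at −0.54 at 24 h and −0.09 at 48 h, and the smooth muscle gene Tagln went from 3.40 at 12 h to 0.95 and 0.49. Of the 203 higher calls at 12 h in the authors' deposited table, 121 lay below DMSO in TPM as deposited at 24 h (59.6%, exact 95% interval 52.5% to 66.4%) and 106 at 48 h (52.2%, 45.1% to 59.3%), of which 3 at 24 h and 0 at 48 h were at least 2-fold below. Of the 263 lower calls, 97 lay above DMSO at 24 h (36.9%, 31.0% to 43.0%) and 15 at 48 h (5.70%, 3.23% to 9.23%), and 0 were at least 2-fold above at either time. Relative to the median gene, 51.7% and 16.7% of the higher calls lay below DMSO at 24 h and 48 h, 46.8% and 23.6% of the lower calls lay above, and 3 lower calls were at least 2-fold above at 48 h. At 24 h, 85.2% of the higher and 90.1% of the lower calls were within 0.5 of DMSO.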

As seen in Table 3, the reversal of gene expression at later time points occurred for most genes, indicating these genes are expressed for a relatively narrow window of time and are then actively reversed. This “on/off” type of behavior for the genes is a typical pattern for genes involved in growth, development and dedifferentiation.

**TABLE 3:** Changes of significant differential gene expression (sDEG) that occurred when Muller glia cells were cultured in transwells with PNU-282987 treated RPE cells for various amount of time.

First appearance of DEG	Number of sDEGs	Up/down expression	Change of expression
8 h	404	240/409↓	Reverses expression at 24
		169/409↑	and 48 h.
12 h	420	237/420↓ 183/420↑	Reverses expression at 24 and 48 h.
24 h	272	155/272↓ 117/272↑	Reverses expression at 48 h or no change occurs.
48 h	339	38/339↓ 301/339↑	N/A

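The genes called at 48 h were for the most part barely transcribed in the DMSO library. They included 7 of the 77 ribosomal protein genes and 4 of the 18 named retinal progenitor markers, all higher. Of 26 listed progenitor markers only those 18 had a row at some time and could be named. The 2 named markers of other immune cells were called higher too, with 120 reads against 3 in DMSO. They had a row at 48 h alone and so were named only through that library. Of 13 named macrophage and microglia markers, 12 photoreceptor markers and 18 genes of other tissue-restricted families, 0 were called at 48 h. Of these, 6, 3 and 12 were above 1 TPM in DMSO, as were 11 of the 18 progenitor markers. Genes of other tissues outside these lists were also called higher. Examples were the keratin gene Krt24 (73 reads against 0), the oxytocin gene Oxt (112 against 6) and the photoreceptor gene Grk1 (57 against 1). The calls were not counted by tissue. Rps29, a ribosomal protein gene whose reads may be shared with processed copies, was at 64.8 TPM against 2.91 TPM in DMSO, and RF01518, a small RNA gene, had 57 reads against 0, at least 18.5-fold higher against a floor of 3 reads. Among the 339 calls in the authors' deposited table, 238 were below 1 TPM in DMSO (70.2%, exact 95% interval 65.0% to 75.0%), and all 238 were higher at 48 h. Of all genes in that table, 19.6% were below 1 TPM in DMSO. The calls had a median of 0.107 TPM in DMSO and 2.33 TPM at 48 h, 148 of them had at most 3 reads in DMSO, and 87 were below 1 TPM in both libraries. The log2 fold changes of higher calls in the authors' deposited table had a median of 4.68, or 3.91 with the 74 genes at 0 reads in DMSO set to their bound, against 2.18 at 12 h and 1.80 at 24 h. Among calls with a mean of at least 1 TPM over the 5 libraries, 31.3% were below 1 TPM in DMSO.

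**Figure D1:**
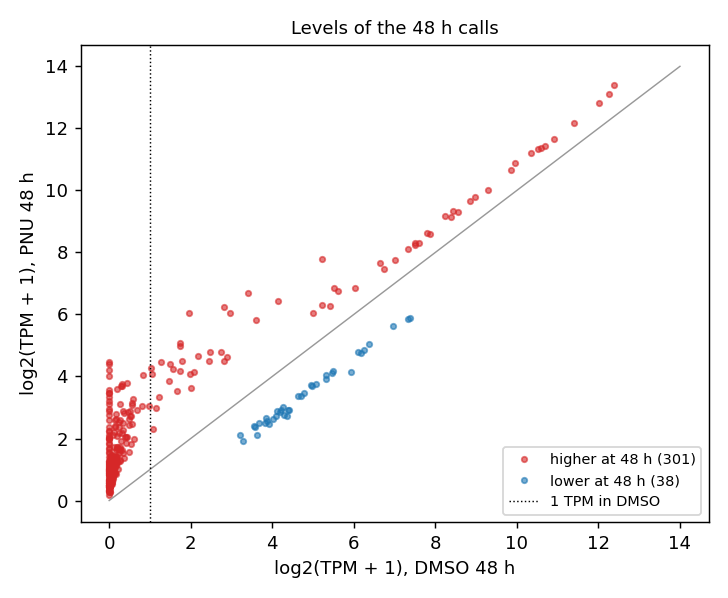
Levels of the 339 genes called at 48 h in the authors' deposited table, as log2(TPM + 1) in the DMSO library on the horizontal axis and in the PNU 48 h library on the vertical axis, with red points for the 301 higher and blue points for the 38 lower calls. The 238 genes below 1 TPM in DMSO lie left of the dotted line, and all lower calls lie right of it.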

As seen in Table 3, most of the sDEGs first expressed 48 h post-treatment compared to the DMSO control were up-regulated and had much larger fold changes than genes expressed at other time points (log_2_ fold change between 1.0 and 8.71). These genes were specifically analyzed for their potential contribution toward dedifferentiation of Muller glia into MDPCs.

### Pathway Analysis of Differentially Expressed Genes

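At 24 h and 48 h the fixed gene lists were lower than random lists more often than higher, and at 8 h and 12 h about as often. Of 40 fixed lists, 4 had too few expressed members. At 8 h, 6 lists were higher and 7 lower than the central 95% of random lists, at 12 h 5 and 6, at 24 h 5 and 15, and at 48 h 4 and 10. By construction, 5% of random lists lie outside that range. Its width follows the spread of each library, with a median absolute log2 ratio to DMSO of 0.161 at 24 h and 0.550 at 8 h. A small median can therefore lie outside it at 24 h, and these counts do not measure size. The random lists were not matched on gene length, which the 48 h ratios followed. The list of HB-EGF, Ascl1, Lin28a and other genes of zebrafish retinal regeneration had 14 expressed members. Ascl1 and Lin28a were not among them, since each had a mean below 1 TPM over the 5 libraries, so the list medians do not cover these genes. The 14 members lay inside the central 95% at all times, with medians of 0.28 at 8 h (percentile 91.4), 0.27 at 12 h (92.1), −0.09 at 24 h (11.4) and −0.08 at 48 h (24.2), the early medians being −0.04 and −0.03 without centring. In that list Stat3 was at −0.74 at 8 h, and Klf4 at −0.73 at 24 h. At least 2-fold from DMSO relative to the median gene were 3 higher and 1 lower at 8 h and 3 and 0 at 12 h. As deposited these were 1 and 3 at 8 h and 3 and 2 at 12 h. Of the 17 named members the authors' deposited tables called 2 higher and 0 lower at 8 h and 2 and 1 at 12 h. At 24 h they called 0, and at 48 h 1 higher. The authors' deposited tables called 879 genes at 1 or more of the 4 time points.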

In total, there was a total of 1050 unique sDEGs when all timepoints were considered. This list was analyzed using Reactome pathway analysis in order to understand which biological processes in *Rattus norvegicus* these transcripts are known to be involved in Figure 3A. 120 genes involved in signal transduction were identified. Specifically, genes involved in signaling by TGF-β, Notch, Wnt, MAPK, Hippo, and Hedgehog pathways were identified in the sDEGs analyzed. These pathways are all known to be involved in retinal regeneration in vertebrates like zebrafish and chick (Hayes et al., 2007; Tackenberg et al., 2009; Meyers et al., 2012; Wan and Goldman, 2016; Yao et al., 2016). 

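At 8 h and 12 h several receptors and effectors of these pathways were far below DMSO. The log2 ratio at 8 h was −1.87 for the TGF-β co-receptor Tgfbr3, −1.44 for the BMP receptor Bmpr2, −1.67 for Notch1, −1.85 for the Wnt co-receptor Lrp5, −1.53 for the Wnt receptor Fzd7, −1.84 for Wwtr1, which encodes the Hippo effector TAZ, and −1.62 for the Hedgehog co-receptor Cdon. Fst, a secreted inhibitor of activin and BMP, was higher by 2.20 at 8 h and 2.37 at 12 h, and the Wnt effector Lef1 by 1.68 at 12 h. Genes of the EGF receptor and its MAPK feedback went both ways, with Areg, an EGF receptor ligand, higher by 2.14, Phlda1 by 2.01, and the receptor genes Erbb3 and Erbb2 at −1.83 and −1.47. As groups, the 10 Hedgehog genes had a median of −0.87 at 8 h, below the central 95% of random lists (percentile 0.66), with 1 member at least 2-fold lower relative to the median gene and 7 in TPM as deposited, and a median of −0.69 at 12 h (2.53). The 20 Hippo genes had medians of −0.34 (2.67) and −0.42 (0.60), with 3 members at least 2-fold lower at both times, and 5 as deposited. The 18 EGF receptor and ERK feedback genes lay above, at 0.28 (98.1) and 0.34 (99.2), with 6 members at least 2-fold higher and 2 lower at both times, but 4 higher and 5 lower at 8 h and 5 and 4 at 12 h as deposited, where the 8 h median was −0.04. The 27 Wnt genes lay inside, at −0.38 (4.20) and −0.29 (8.61), as did the 21 Notch genes at −0.40 (5.26) and −0.29 (11.9), the 29 TGF-β and BMP genes at −0.20 (9.91) and −0.23 (5.79), the 7 Wnt inhibitors at −0.46 (13.6) and −0.51 (8.84) and the 9 FGF family genes at −0.04 (67.6) and 0.07 (78.4, and −0.24 as deposited). The 8 h and 12 h libraries were not marked as resubmitted, unlike DMSO. Adjusted for gene length, the Hedgehog list lay at percentile 11.4 at 8 h and the Hippo list at 4.90 at 12 h, and against the 24 h library as reference at 3.48 and 40.8. The length adjustment put the Wnt list below the central 95% at 12 h, at percentile 2.1. Among genes with a mean of at least 5 TPM the Hedgehog list lay at 4.15 and the EGF receptor and ERK feedback list at 94.6 at 8 h (97.4 by the authors' log2 fold change), and with no filter at 95.8 at 12 h. At 24 h 0 members of these lists were 2-fold from DMSO relative to the median gene, and as deposited 1 of the EGF receptor and ERK feedback genes was 2-fold lower, and 1 was called lower in the authors' deposited table. Notch genes were at −0.18 (percentile 0.530), TGF-β and BMP genes at −0.22 (0), Hippo genes at −0.13 (1.40), FGF genes at −0.29 (0.410) and EGF receptor and ERK feedback genes at −0.29 (0), all below the central 95%, with Id1, a BMP target, at −0.92. Wnt genes at −0.09 (5.07), Wnt inhibitors at −0.04 (37.7) and Hedgehog genes at −0.16 (5.25) lay inside. At 48 h, TGF-β and BMP genes at −0.19 (1.15), Hedgehog genes at −0.35 (1.15), Hippo genes at −0.23 (0.780) and EGF receptor and ERK feedback genes at −0.33 (0.30) lay below, and Wnt genes at −0.18 (2.62), Wnt inhibitors at −0.07 (41.9), Notch genes at −0.14 (11.1) and FGF genes at −0.15 (17.3) inside. Against the 24 h library as reference the 4 lists below the range at 48 h lay inside it, at 43.0, 29.7, 49.1 and 78.0, adjusted for gene length the Hedgehog and Hippo lists at 12.4 and 36.4, and with no filter on low values the FGF list at 24 h lay inside, at 3.38 (5.71 with a pseudocount of 5 TPM). By the authors' log2 fold change the TGF-β and BMP list at 48 h lay at 3.25, and the Hedgehog list at 48 h at 2.55 with a pseudocount of 0.1 TPM and 3.83 with a mean of at least 5 TPM.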

As well as signal transduction, genes involved in developmental pathways, metabolism and immunology were identified. 

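Markers of neurons were scarce in all 5 libraries. Of 29 neuronal markers, 16 had a named row and 2 had a mean of at least 1 TPM, which is too few for a list median. Tubb3, a neuronal β-tubulin, was at 26.1 TPM in DMSO and 23.1 TPM at 48 h, and Syn1, a synaptic vesicle protein, at 13.7 and 10.2 TPM. At 1 TPM or more were 2 of the 16 markers in DMSO and at 8, 12 and 24 h, and 4 at 48 h. Their reads summed to 2465 in DMSO, 2666 at 8 h, 2650 at 12 h, 2243 at 24 h and 3004 at 48 h.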

The majority of genes involved in development pertain to pathways in nervous system development and nervous system function. Genes involved in early development were particularly relevant for this study as fully differentiated Müller glia do not typically express early neuronal development genes. 

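Retinal progenitor markers with appreciable expression moved in both directions. At 8 h Ccnd1, the cyclin that drives progenitors into the cell cycle, was higher by 1.73 on the log2 scale and the Notch effector Hes1 by 1.25, while the eye field gene Six3 was at −1.20. At 12 h Ccnd1 was higher by 1.84, and Pax6, a master gene of eye development, was at −0.23 at 8 h, −0.14 at 12 h, 0.18 at 24 h and 0.04 at 48 h. At 24 h Hes1 was at −0.80 and Sox11 at −0.52, and at 48 h Msi1, an RNA-binding protein of neural progenitors, was higher by 1.08, at 3.64 TPM against 1.71 TPM. The 11 expressed members had medians of −0.23 at 8 h (percentile 20.2), −0.19 at 12 h (24.6), −0.24 at 24 h (0.350) and 0.04 at 48 h (64.3, and −0.27 without centring). At least 2-fold from DMSO were 3 higher and 2 lower at 8 h, 2 and 1 at 12 h, 0 at 24 h and 1 higher at 48 h, and in TPM as deposited 1 and 2, 2 and 2, 0 and 0. Of the 18 named markers, 11 reached 1 TPM in DMSO and 15 at 48 h. With no filter on low values the 24 h list lay at percentile 72.4. Markers of Müller glia were slightly lower at the early times. The 17 expressed markers had a median of −0.26 at 8 h (percentile 1.65) and −0.23 at 12 h (1.94), below the central 95% of random lists, and −0.06 at 24 h (15.1) and 0.10 at 48 h (56.6, and −0.20 without centring), inside it. At 8 h 3 were at least 2-fold higher and 1 lower, and 1 and 2 in TPM as deposited. Dbi, a diazepam binding protein abundant in glia, was higher by 1.53 at 8 h and 1.01 at 48 h, Timp3 was at −0.99 and Cp at −0.64 at 8 h, and Glul, the glutamine synthetase of Müller glia, was at −0.47 at 24 h. The intermediate filament gene Vim was at −0.29 at 8 h and 12 h, 0.06 at 24 h and −0.05 at 48 h. The early libraries were not marked as resubmitted, and against the 24 h library as reference the Müller glia list lay at percentile 57.7 at 8 h and 45.0 at 12 h, with no filter on low values at 20.3 and 19.2.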

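Mitosis genes were highest as a group at 24 h. Nusap1, a spindle protein, was higher by 0.63 on the log2 scale, the spindle kinesin Kif11 by 0.61, and Hmmr and the checkpoint kinase Ttk by 0.60 each. The 35 mitosis genes had a median of 0.34 at 24 h, above all 10000 random lists, with 0 members 2-fold from DMSO. No DMSO library was taken at 24 h. The median was 0.26 at 8 h (percentile 60.1), 0.18 at 12 h (40.1) and −0.05 at 48 h (3.42), the early medians being −0.06 and −0.13 in TPM as deposited. Anln, which acts in cytokinesis, was at −1.15 at 8 h. The 20 p53 target and G1/S checkpoint genes had medians of −0.10 at 8 h (24.1), −0.08 at 12 h (26.8), −0.18 at 24 h (0.140, below the central 95%) and −0.12 at 48 h (9.65). At 8 h and at 12 h 3 of them were at least 2-fold higher and 2 lower, while in TPM as deposited 2 were higher and 5 lower at 8 h and 1 and 4 at 12 h. Among them were Aen, an apoptosis nuclease, at 1.78 at 8 h, and Tp53inp1 and the ribonucleotide reductase gene Rrm2b at −2.10 and −1.37.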

14 genes involved in mitosis were identified, as well as genes involved in G1/S DNA damage checkpoints. Though the analysis was performed on RNA extracted from mitotically active cell lines, normalization of values compared to the control condition accounted for the genes involved in immortalization.

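Genes of DNA replication were already abundant in DMSO, at 459 TPM for the sliding clamp gene Pcna, 206 TPM for the helicase subunit Mcm7 and 173 TPM for the ribonucleotide reductase gene Rrm2. At 8 h Ccne1, the cyclin of the G1/S transition, was at 69.1 TPM against 16.2 TPM, higher by 2.35 on the log2 scale, and at 24 h at −0.47. The 30 S phase genes had medians of 0.26 at 8 h (percentile 65.5), 0.31 at 12 h (82.0), 0.14 at 24 h (99.9, above the central 95% of random lists) and 0.02 at 48 h (38.3), those at 8 h and 48 h being −0.06 and −0.28 in TPM as deposited. The 15 housekeeping genes, inside the central 95% at all times, had medians of 0.14 (11.6), 0.26 (36.9), 0.15 (97.0) and 0.08 (16.7), and −0.19, −0.04 and −0.23 at 8, 12 and 48 h as deposited. Adjusted for gene length, the housekeeping list lay above that range at 24 h, at percentile 99.35. Single housekeeping genes were not constant, with the glycolytic gene Pgk1 at −1.16 and Ppia at 1.31 at 8 h, and Gapdh at −0.40 at 8 h, −0.47 at 12 h and 0.39 at 24 h. Gapdh and Pgk1 also belong to glycolysis.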

**FIGURE 3:**
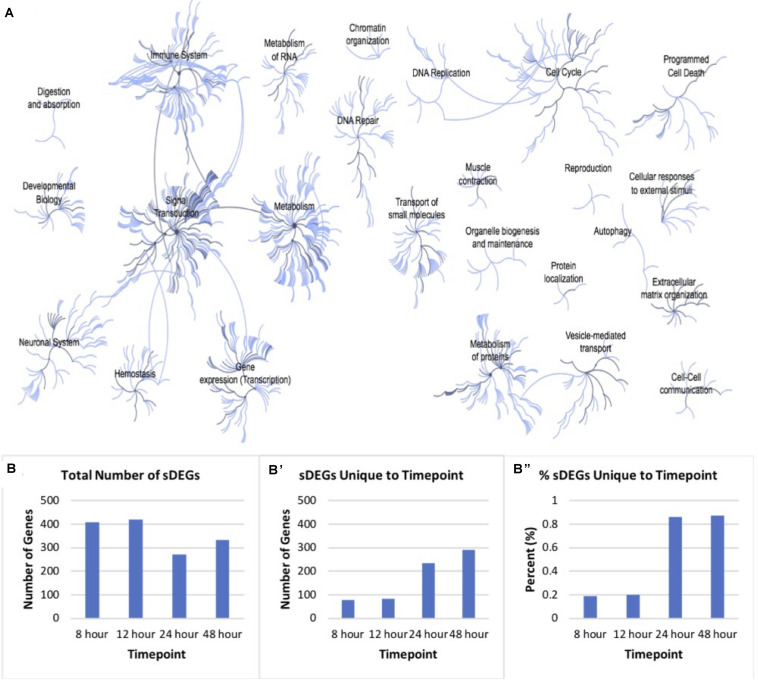
Pathway analysis of differentially expressed genes. **(A)** Reactome map display of the distribution of biological processes in which significant differentially expressed genes identified via mRNA sequencing of timepoints listed in Figure 2 are involved in rat. **(B)** Distribution of total significantly expressed genes 8, 12, 24, and 48-h post-exposure to PNU-282987 treated RPE supernatant compared to DMSO control. **(B′)** sDEGs which were only found to be significant at the corresponding timepoint. **(B′′)** Percent of sDEGs which were unique to a timepoint compared to the total number at that timepoint.

Although genes involved in development and differentiation was the focus of this study, genes involved in metabolism were also identified that are known to be involved in metabolic processes such as protein synthesis, regulation of insulin-like growth factor (IGF) transport, RNA processing, integration of energy metabolism, chromatin modification, gene silencing, and protein localization. In addition, a large immune response was also detected through Reactome pathway analysis, including significant expression changes of inflammatory genes like macrophage expressed 1 (*mpeg1*) and cytokine expressed *Csf1R* (Huynh et al., 2013; Mitchell et al., 2018). 

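At 8 h and 12 h genes of hypoxia and glycolysis were far below DMSO and genes of the amino acid response far above it. Of 37 hypoxia and glycolysis genes, 19 were at least 2-fold lower at 8 h and 17 at 12 h (21 and 19 in TPM as deposited), and 0 were 2-fold higher, with Mgarp at −2.97 and Ppp1r3c at −2.76 on the log2 scale at 8 h. The list median was −1.09 at 8 h and −0.95 at 12 h, below all random lists, and 0.31 at 24 h, above all of them, when Ankrd37 and the mitophagy gene Bnip3 were higher by 0.90 and 0.87. At 48 h the median was 0.00 (percentile 2.31), and −0.30 as deposited. Of 34 targets of ATF4, the transcription factor of the amino acid response, 16 were at least 2-fold higher and 3 lower at 8 h, and 24 and 3 at 12 h (12 and 19 higher in TPM as deposited), with medians of 0.97 and 1.49 above all random lists. Asns, the asparagine synthetase, was higher by 2.02 at 8 h and 2.90 at 12 h and Psph, of serine synthesis, by 2.19 at 12 h, while the stress gene Ddit4 was at −1.89 at 8 h. The ATF4 list was at −0.17 at 24 h (percentile 0.010) and −0.02 at 48 h (6.67). The 8 h and 12 h libraries, unlike DMSO, carried no resubmission mark, and DMSO, taken at 48 h, is not matched in time to the 8, 12 or 24 h library. The 24 cholesterol synthesis genes had a median of −0.40 at 24 h, below all random lists, with Acat2 at −0.83, Hmgcs1 at −0.81 and Mvd at −0.76, and lay inside the central 95% at 8 h (0.04, percentile 15.6), 12 h (−0.01, 11.7) and 48 h (0.13, 79.9), with −0.28 and −0.18 at 8 h and 48 h as deposited. Adjusted for gene length, the cholesterol list lay above that range at 48 h, at percentile 99.79. The 11 fatty acid synthesis genes were at −0.43 at 8 h (0.480), −0.46 at 12 h (0.285), −0.10 at 24 h (10.1) and −0.17 at 48 h (1.28). The 24 oxidative phosphorylation genes were at 0.63 (90.9), 0.54 (85.7), 0.12 (97.4) and, above the central 95%, 0.45 at 48 h (98.8), with Ndufa2 higher by 1.03. The 76 ribosomal protein genes, of which many have processed copies that may share reads, were at 0.25 (5.34), 0.20 (2.52), 0.17 and 0.70, above all random lists at 24 h and 48 h, with 12 members at least 2-fold higher at 48 h and 3 in TPM as deposited. The 48 h median was 0.40 as deposited and 0.31 adjusted for gene length, still above all random lists, and the early medians were −0.07 and −0.11 as deposited. Rpl9 was higher by 3.21 and Rpl39 by 2.05 at 48 h. The 26 histone genes, which also share sequence, were at 0.30 (99.3), 0.24 (98.3), 0.46 (100) and 0.35 (100), the early medians being −0.02 and −0.07 as deposited. With no filter on low values the hypoxia list lay inside the range at 48 h, at percentile 3.15. Against the 24 h library as reference the histone list lay at percentile 31.4 at 8 h, 9.68 at 12 h and 18.5 at 48 h, and adjusted for gene length it lay at 92.0, 86.5 and 0.940, the oxidative phosphorylation list at 82.6, and the fatty acid list at 5.98, 4.70 and 33.1 at 8, 12 and 48 h. The histone list at 12 h also lay inside among genes with a mean of at least 5 TPM (87.6) and by the authors' log2 fold change (97.47), and the fatty acid list at 48 h against the 24 h library (8.36).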

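Chemokine and cytokine genes were higher at 8 h and 12 h. Of 22 expressed chemokines, cytokines and NF-κB targets, 12 were at least 2-fold higher at 8 h and 11 at 12 h (8 and 9 in TPM as deposited), and 0 were 2-fold lower, with medians of 1.09 and 0.98 above all random lists. Traf1, an NF-κB target, was at 26.4 TPM at 8 h against 3.33 TPM in DMSO, higher by 2.98 on the log2 scale, and Csf2, which encodes the cytokine GM-CSF, had 137 reads at 12 h against 0, at least 41.0-fold higher. At 24 h the list median was −0.30, below all random lists, with Cxcl1 at −0.82 and Csf1 at −0.79, and at 48 h it was 0.03 (percentile 63.7), or −0.28 as deposited. Csf1r, the receptor of colony stimulating factor 1, had 38 reads in DMSO, 97 at 8 h, 126 at 12 h, 93 at 24 h and 42 at 48 h, folds of 2.37 (counting interval 1.61 to 3.54), 2.98 (2.06 to 4.40), 2.25 (1.53 to 3.37) and 1.08 (0.678 to 1.72). At the paper's thresholds Csf1r was not called at any time in the authors' deposited tables. No row carried the symbol Mpeg1, so no value is given for it. The 5 expressed macrophage and microglia markers were inside the central 95% at all times, at 0.42 (93.1), 0.28 (88.6), −0.15 (14.2) and 0.26 (84.2), those at 12 h and 48 h being −0.02 and −0.04 as deposited, with Cd68 higher by 1.42 at 8 h. The 25 interferon response genes were also inside, at 0.15 (84.3), 0.21 (92.0), −0.05 (20.6) and 0.16 (97.2), but −0.17, −0.10 and −0.14 at 8, 12 and 48 h as deposited. The 8 h and 12 h libraries were not marked as resubmitted, while DMSO was, and DMSO was taken at 48 h only.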

In zebrafish, acute inflammation occurs in the damaged tissue and is known to promote dedifferentiation and proliferation in response to injury in the retina (Silva et al., 2020). However, the change of gene expression pertaining to the immune response was not the focus of this study.

Figure 3B shows the number of sDEGs at each timepoint (B), as well as the number (B′) and percent (B′′) of those genes which were unique at each timepoint. For example, the 8 h timepoint shared 80.7% sDEGs of all with the 12 h timepoint, and only 2.2% with the 24 h timepoint and 3.9% with the 48 h timepoint. 

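The genes that 8 h shared with 12 h included Notch1, Tgfbr3 and Dkk3 among the lower calls and Ptprn, a secretory granule phosphatase, among the higher ones, at 3.75-fold (counting interval 3.48 to 4.05) at 8 h and 4.12-fold (3.82 to 4.44) at 12 h. Hunk, a kinase gene, had 130 reads in DMSO, 2 at 8 h and 4 at 12 h. By the authors' deposited tables, 360 of the 449 calls at 8 h (80.2%) were called at 12 h, all 360 in the same direction, where independent lists would share 7.83. The 8 h calls shared 6 genes (1.34%) with 24 h, 2 in the same direction and 4 in the opposite direction, and independent lists would share 0.332 in the same direction. They shared 21 genes (4.68%) with 48 h, all 21 in the same direction, against 1.89. Part of the excess may come from the shared DMSO library, and the 8 h and 12 h libraries also share their lack of a resubmission mark. At a log2 fold change above 2 or below −2 the shares were 70.0%, 0.288% and 0.288%.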

Overall, the 24 and 48 h timepoints had a more unique transcript than the other conditions. 

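Few genes were at once called at 24 h and absent from the other times, and many at 48 h. By the authors' deposited tables, 10 of the 25 calls at 24 h (40.0%) and 306 of the 339 calls at 48 h (90.3%) were called at no other time, against 85 of 449 at 8 h (18.9%) and 101 of 466 at 12 h (21.7%). The 24 h and 48 h calls shared 9 genes, all in the same direction, where independent lists would share 0.204, and part of the excess may come from the DMSO library that both comparisons share. Across genes, which are not independent replicates, their log2 ratios had a Pearson r of 0.417 and a covariance of 0.0712. Unchanged libraries simulated against DMSO with counting error alone, and so without variation between libraries, gave 0.531 and 0.00826. With the 12 h library as the reference of the 48 h ratio the r was 0.213. Rps29 was called at 8, 24 and 48 h, and Ccl2 and Cxcl3 were called higher at 8 h and 12 h and lower at 24 h. In size, the 24 h library lay nearest to DMSO, with a median absolute log2 ratio in TPM as deposited of 0.161, and the 48 h library at 0.374. The 48 h value was 0.246 relative to the median gene and the 24 h value 0.158, and adjusted for gene length the values were 0.154 at 24 h and 0.169 at 48 h.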

*In vivo*, these two timepoints produced the maximal number of BrdU + cells following PNU-282987 treatment and was the time when retinal progenitor markers began to be expressed (Webster et al., 2017, 2019). The patterns of gene expression changes in this data are consistent with what we would expect in cells that are proliferating (early) and then dedifferentiating (late).

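Single genes of proliferation were higher at 8 h and 12 h, while the S phase and mitosis lists lay inside the central 95% of random lists at both times. Myc, a driver of cell growth, was 2.63-fold higher than DMSO at 8 h (counting interval 2.48 to 2.80) and 2.77-fold at 12 h (2.61 to 2.94), and 0.462-fold at 24 h (0.422 to 0.505) and 0.915-fold at 48 h (0.850 to 0.986). The DNA replication genes Gins1 and Mcm7 were higher by 1.34 and 1.26 on the log2 scale at 12 h, and Pcna by 1.22. Of 30 S phase genes, 5 were at least 2-fold higher relative to the median gene at 8 h and 5 at 12 h, and 0 at 24 h and 48 h, but 1 and 2 at the early times in TPM as deposited. Adjusted for gene length, the S phase list lay above the central 95%, at percentile 98.7 at 8 h and 99.6 at 12 h. Of 35 mitosis genes, 1 was 2-fold higher at 8 h (0 as deposited) and 0 at the later times, and 1 was 2-fold lower at 8 h, at 12 h and, as deposited only, at 48 h. Of the 18 named retinal progenitor markers the authors' deposited tables call 1 higher and 1 lower at 8 h and at 12 h, 0 at 24 h and 4 higher at 48 h. The 2 named markers of other immune cells were also called higher at 48 h in the authors' deposited table. With 3 reads in DMSO and 1, 5 and 18 at 8, 12 and 24 h, they had a row at 48 h alone. They could not be called at the other times, and were named only through the 48 h library. Ascl1 and Sox9 likewise had no row at 8 h and 12 h. The differences between time points were not tested, since each time point has 1 library.

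**Figure D2:**
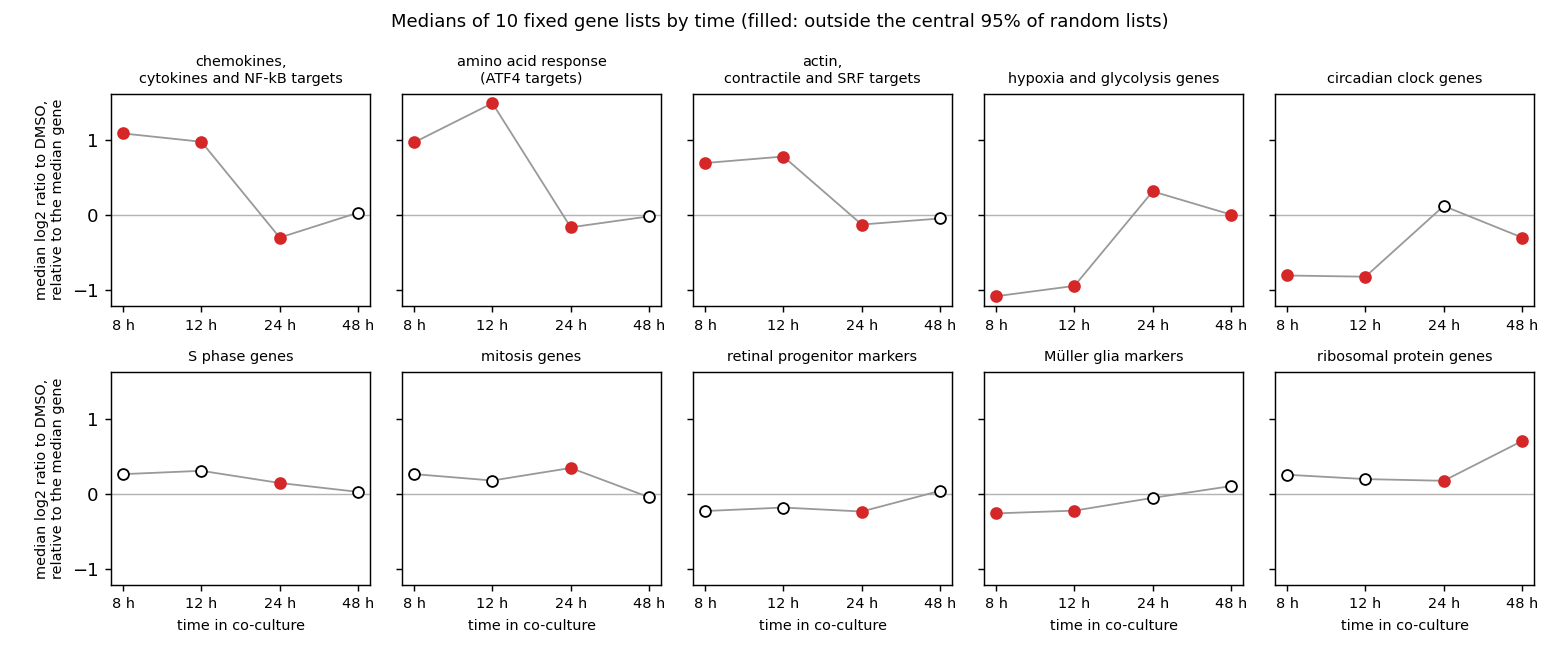
Medians of 10 fixed gene lists at 8, 12, 24 and 48 h, as log2 ratios of TPM to DMSO relative to the median gene, with filled points where the median lay outside the central 95% of 10000 matched random lists. The chemokine, ATF4 and actin lists are above 0 at 8 h and 12 h and the hypoxia and circadian clock lists below, while the ribosomal protein list is highest at 48 h.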

To understand how the up- and down-regulation of these genes may contribute to dedifferentiation of the Müller glia, known pathways of retinal regeneration in zebrafish and chick, as well as those known to be involved in development of the mammalian retina were compared to the results obtained from RNA-seq results (Table 4). Table 4A shows sDEGs at the 8 h timepoint that are involved in genes associated with differentiation and proliferation. 

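At 8 h the genes of the EGF receptor ligand HB-EGF and of the matrix metalloproteinase 9 were higher than in DMSO, and that of β-catenin was near it. Hbegf (ENSRNOG00000018646) was at 66.8 TPM against 22.8 TPM, 3.77-fold higher (counting interval 3.55 to 4.00). Mmp9 (ENSRNOG00000017539) had 198 reads against 31, a fold of 5.92 (4.04 to 8.95), at 1.74 TPM against 0.377 TPM. Ctnnb1 (ENSRNOG00000054172), the gene of β-catenin, was at 146 TPM against 164 TPM, a fold of 1.15 (1.12 to 1.18) in normalized reads. The row that Table 4 lists beside β-catenin is Bcat1 (ENSRNOG00000015514), which encodes a cytosolic branched-chain aminotransferase, at 139 TPM against 24.8 TPM and 7.20-fold higher (6.85 to 7.58). The authors' deposited table gave p-values at 8 h of 0.0406 for Hbegf, 0.0424 for Mmp9, 0.00766 for Bcat1 and 0.787 for Ctnnb1. The 8 h library was not marked as resubmitted, unlike DMSO.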

Up-regulation of β-catenin, a co-transcriptional regulator in the *Wnt/*β*-Catenin* pathway of proliferation (Gallina et al., 2016), HB-EGF, a ligand known to initiate retinal regeneration in zebrafish (Wan et al., 2012), and *Mmp9*, an initiator of *Wnt* signaling through the Hedgehog pathway of retinal regeneration in chick (Kaur et al., 2018) was observed. 

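At 8 h the secreted Wnt modulator gene Dkk3 and the growth factor gene Bmp4 were below DMSO. Dkk3 (ENSRNOG00000016343) was at 8.08 TPM against 46.0 TPM in DMSO, a fold of 0.226 (counting interval 0.213 to 0.239). Bmp4 (ENSRNOG00000009694) was at 5.38 TPM against 18.7 TPM, a fold of 0.369 (0.329 to 0.413). Gli3 (ENSRNOG00000014395), a transcription factor of Hedgehog signaling, was at 2.72 TPM against 7.63 TPM, a fold of 0.459 (0.411 to 0.512). The let-7d gene Mirlet7d (ENSRNOG00000035594) had 4 reads against 30, a fold of 0.124 (0.0317 to 0.351), and reads of polyA-selected RNA over a microRNA gene may come from an overlapping transcript. The authors' deposited table gave p-values at 8 h of 0.0267 for Dkk3, 0.109 for Bmp4, 0.189 for Gli3 and 0.164 for Mirlet7d.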

Down-regulation of *Bmp4*, a transcription factor associated with adult Müller cell identity as well as down-regulation of *Wnt* inhibitors such as transcription factor *Dkk3*, MicroRNA *Let7d* and hedgehog transcription factor *Gli3* were observed at 8 h as well (Nakamura et al., 2007; Kaur et al., 2018).

**TABLE 4:** Molecules of interest in Müller glia dedifferentiation.

Molecule	Description	Gene ID	RNA-Seq Log2 fold change
**(A) Top DEGs following 8 h PNU-282987 treated RPE supernatant exposure**			
Bcat1	β-Catenin	ENSRNOG00000015514	2.84805029
Bmp4	Bone morphogenic protein 4	ENSRNOG00000009694	–1.43867
Fgf11	Fibroblast growth factor 11	ENSRNOG00000014882	–2.0627042
Gli3	GLI family zinc finger 3	ENSRNOG00000014395	–1.1229905
Hbegf	Heparin binding epidermal like growth factor	ENSRNOG00000018646	1.914186199
Hoxc9	Homeobox C9	ENSRNOG00000016199	1.108708692
Hunk	Hormonally up-regulated Neu-associated kinase	ENSRNOG00000002092	–6.1308569
Tgfbr3	Transforming growth factor beta receptor 3	ENSRNOG0000002093	–2.1373061
Lrp5	LDL receptor related protein 5	ENSRNOG00000015911	–1.9236029
Dkk3	Dickkopf WNT signaling pathway inhibitor 3	ENSRNOG00000016343	–2.1457008
Mmp9	Matrix metallopeptidase 9	ENSRNOG00000017539	2.56663589
Mirlet7d	MicroRNA Let-7d	ENSRNOG00000035594	–3.01539
Notch1	Notch 1	ENSRNOG00000019322	–2.0502037
Ptprn	Protein tyrosine phosphatase receptor type N	ENSRNOG00000019587	1.90681708
**(B) Top DEGs following 12 h PNU-282987 treated RPE supernatant exposure**			
Bcat1	β-Catenin	ENSRNOG00000015514	3.14109256
Fgf11	Fibroblast growth factor 11	ENSRNOG00000014882	–3.108506158
Fzd9	Frizzled class receptor 9	ENSRNOG00000015365	1.845663361
Hbegf	Heparin binding epidermal like growth factor	ENSRNOG00000018646	1.91776018
Hunk	Hormonally up-regulated Neu-associated kinase	ENSRNOG00000002092	–5.1766766
Tgfbr3	Transforming growth factor beta receptor 3	ENSRNOG00000002093	2.0120589
Nanog	Homeobox transcription factor Nanog	ENSRNOG00000008368	–7.2407881
Dkk3	Dickkopf WNT signaling pathway inhibitor 3	ENSRNOG00000016343	–2.0962496
Mmp9	Matrix metallopeptidase 9	ENSRNOG00000017539	4.19752803
Notch1	Notch receptor 1	ENSRNOG00000019322	–1.9327218
Ptprn	Protein tyrosine phosphatase receptor type N	ENSRNOG00000019587	2.04237659
Nestin	Nestin	ENSRNOG00000018681	1.66442802
Vsx2	Visual system homeobox 2	ENSRNOG00000011918	1.31959804
**(C) Top DEGs following 24 h PNU-282987 treated RPE supernatant exposure**			
Ascl1	Ashaete-Scute homolog 1	ENSRNOG00000004294	1.948558807
Cxcl3	C-X-C motif chemokine ligand 3	ENSRNOG00000028043	–1.143854
Ano5	Anoctamin 5	ENSRNOG00000015972	–4.5141164
Myc	MYC proto-onco gene, BHLH transcription factor	ENSRNOG00000004500	–1.1139704
Sox9	SRY-box 9	ENSRNOG00000002607	1.38067151
Rps29	Ribosomal protein S9	ENSRNOG00000032542	2.38718436
Ptpro	Protein tyrosine phosphatase receptor type O	ENSRNOG00000006231	2.87816537
Map2k6	Mitogen-activating protein kinase, kinase 6	ENSRNOG00000004437	2.40172969
Cntd1	Cyclin N-terminal domain containing 1	ENSRNOG00000051150	2.40172969
**(D) Top DEGs following 48 h PNU-282987 treated RPE supernatant exposure**			
Ascl1	Ashaete-Scute homolog 1	ENSRNOG00000004294	3.998554703
Pou3f2	POU class 3 homeobox 2	ENSRNOG00000006908	4.42232
Myt1	Myelin transcription factor 1-like protein	EN5RNOG00000017346	4.355205
Elavl3	ELAV like RNA binding protein 3	ENSRNOG00000013752	2.341450786
Fgf11	Fibroblast growth factor 11	ENSRNOG00000014882	1.563336091
Fgf9	Fibroblast growth factor 9	ENSRNOG00000011471	7.160392996
Lin28a	Lin-28 homolog A	ENSRNOG00000060320	4.770246202
Sox9	SRY-box 9	ENSRNOG00000002607	4.527716699
Wnt3a	Wingless-type MMTV integration site family, Member 3A	ENSRNOG00000003039	7.53479911
Sox10	SRY-related HMG-box Gene 10	ENSRNOG00000011305	3.98085796
Sox8	SRY-related HMG-box Gene 8	ENSRNOG00000018841	5.8577355

***(A–D)** Lists log_2_ fold changes of RNA extracted from treated Müller glia.*

Table 4B shows sDEGs that occurred at 12 h. 

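At 12 h Hbegf was 3.78-fold higher than DMSO (counting interval 3.56 to 4.01), Bcat1, the aminotransferase gene that Table 4 lists beside β-catenin, 8.82-fold (8.39 to 9.28) and Mmp9 18.3-fold (12.8 to 27.2), with 633 reads against 31, while Ctnnb1 was at 1.06-fold (1.04 to 1.09). Dkk3 was at 0.234-fold (0.221 to 0.247). Across genes, which are not independent replicates, the log2 ratios of 8 h and 12 h to DMSO had a Pearson r of 0.962 and a covariance of 0.564. Unchanged libraries simulated with counting error alone against the shared DMSO library gave an r of 0.568 and a covariance of 0.00859. Such libraries hold no variation between libraries, so they cannot size what the shared DMSO library adds. With the 24 h library as the reference of either ratio in turn the r was 0.874 and 0.904, and with the 48 h library as that of the 12 h ratio 0.643. Between 12 h and 8 h, 61 of 12576 genes were at least 2-fold apart in TPM, with a median absolute log2 ratio of 0.106. With a pseudocount of 0.1 TPM 293 genes were that far apart, and with 5 TPM 2 genes.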

The pattern of expression at 12 h was very similar to the 8 h timepoint, with up-regulation of β*-catenin*, *HB-EGF*, and *Mmp9*, as well as down-regulation of *Dkk3*. In addition, *Fzd9*, a frizzled receptor which *Wnt* ligands bind (Dijksterhuis et al., 2014), was up-regulated at 12 h, which could point to an increase in *Wnt* signaling at this time. In addition, early retinal progenitor markers *Vsx2* and *Nestin* (Wright et al., 2010; Lee et al., 2012), were also upregulated at 12 h.

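Fzd9 (ENSRNOG00000001452) had few reads in all 5 libraries, 6 in DMSO, 14 at 8 h, 24 at 12 h, 5 at 24 h and 13 at 48 h. At 12 h this was a fold of 3.59 over DMSO (counting interval 1.43 to 10.8), at 0.281 TPM against 0.0993 TPM. The p-value at 12 h in the authors' deposited table was 0.392. The identifier that Table 4 prints for Fzd9 is that of Col4a3, a collagen gene.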

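Nestin, an intermediate filament of neural progenitors, was higher at 12 h, and the homeobox gene Vsx2 was near the detection limit. Nes (ENSRNOG00000018681) was at 34.0 TPM against 13.6 TPM in DMSO, 3.17-fold higher (counting interval 3.02 to 3.33), after 2.29-fold (2.18 to 2.41) at 8 h. Vsx2 (ENSRNOG00000011918) had 25 reads at 12 h against 9 in DMSO, a fold of 2.50 (1.13 to 6.08), at 0.220 TPM against 0.112 TPM. The authors' deposited table gave p-values at 12 h of 0.0538 for Nes and 0.507 for Vsx2. At 24 h and 48 h Nes was at 0.767-fold and 1.07-fold.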

Table 4C shows sDEGs that occurred at 24 h and illustrates expression of genes for the first time. Specifically *Ascl1* and the co-transcriptional regulator Lin28a, which are involved downstream of *HB-EGF*, activates *Wnt* signaling in zebrafish regeneration (Wan et al., 2012). In addition, the retinal progenitor marker *Sox9* is expressed for the first time after 24 h of treatment (Poché et al., 2008).

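At 24 h most of the genes listed in Table 4 had few reads. Rps29, a ribosomal protein gene, had 74 reads against 13 in DMSO, a fold of 5.23 (counting interval 2.88 to 10.3), and was already higher at 8 h, with 125 reads. Ptpro, a receptor phosphatase, had 24 reads against 3 (7.35, 2.23 to 38.1), Map2k6, a kinase upstream of p38, 23 against 4 (5.28, 1.81 to 21.0) and Cntd1 23 against 4 (5.28, 1.81 to 21.0), with 19 reads of Cntd1 at 8 h. Ano5, a membrane protein gene, had 1 read against 21, a fold of 0.0438 (0.00106 to 0.272). Cxcl3 was at 4.52 TPM against 10.4 TPM, a fold of 0.453 (0.379 to 0.539). Of the 9 genes of Table 4 at 24 h, 3 met the paper's thresholds in the authors' deposited table, Rps29, Ano5 and Cxcl3.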

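Ascl1, a proneural transcription factor, and Lin28a, an RNA-binding inhibitor of let-7 processing, had low read counts at 24 h. Ascl1 (ENSRNOG00000004294) had 21 reads against 5 in DMSO, a fold of 3.86 (counting interval 1.42 to 13.1), at 0.473 TPM against 0.127 TPM. Lin28a (ENSRNOG00000060320) had 9 reads against 1, a fold of 8.27 (1.15 to 363). At 8 h and 12 h Ascl1 had 2 and 1 reads and Lin28a 0 and 2. The p-value of Ascl1 at 24 h in the authors' deposited table was 0.220.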

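Sox9 (ENSRNOG00000002607), a transcription factor of retinal progenitors and Müller glia, had 17 reads at 24 h against 6 in DMSO, a fold of 2.60 whose counting interval of 0.980 to 8.07 includes no difference. Its level was 0.169 TPM at 24 h and 0.0672 TPM in DMSO. The p-value of Sox9 at 24 h in the authors' deposited table was 0.387.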

Table 4D shows sDEGs that occurred at 48 h. There is up-regulation of *Ascl1* again as well as *Lin28a*, *Ascl1* recruiters *Pou3f2* and *Myt1* (Chanda et al., 2014), and the retinal progenitor marker *Sox9*. However, new up-regulation occurs as well, such as fibroblast growth factors *Fgf9* and *Fgf11*. 

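At 48 h Ascl1 and Sox9 had clearly more reads than in DMSO, and Lin28a, Pou3f2 and Myt1 had more reads at very low levels. Ascl1 had 82 reads against 5, a fold of 16.0 (counting interval 6.58 to 50.5), at 1.67 TPM. Sox9 had 142 reads against 6, a fold of 23.1 (10.3 to 63.9), at 1.28 TPM. Lin28a had 28 reads against 1 (27.3, 4.51 to 1116), the neural POU factor gene Pou3f2 22 against 1 (21.4, 3.47 to 885) and the zinc finger gene Myt1 21 against 1 (20.5, 3.29 to 846), at 0.245, 0.370 and 0.118 TPM. The authors' deposited table gave p-values at 48 h of 0.0447 for Ascl1, 0.00983 for Sox9, 0.142 for Lin28a, 0.204 for Pou3f2 and 0.217 for Myt1. The 48 h library also had 120 reads of 2 immune cell marker genes against 3 in DMSO, and these genes were named only through that library. Summed over classes, the 18 retinal progenitor markers had 20231 reads at 48 h against 21168 in DMSO, and the 16 neuronal markers 3004 against 2465. The 6 olfactory and vomeronasal receptor genes had 131 against 129, and the 18 genes of other tissue-restricted families 6623 against 6832. The 13 macrophage and microglia markers had 2121 against 1582. A class sum rests mostly on members already expressed in DMSO, so it does not show gains of single genes near 0.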

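Both fibroblast growth factor genes stayed below 1 TPM at 48 h. Fgf9 (ENSRNOG00000011471) had 27 reads against 0 in DMSO, at least 8.77-fold higher against a floor of 3 reads, at 0.416 TPM. Fgf11 (ENSRNOG00000014882) had 94 reads against 31, a fold of 2.96 (counting interval 1.95 to 4.59), at 0.989 TPM against 0.406 TPM. Wnt3a, a Wnt ligand, had 35 reads against 0, at least 11.4-fold higher, and the neural crest and glial factor genes Sox8 and Sox10 had 119 reads against 2 (58.0, 15.7 to 484) and 162 against 10 (15.8, 8.37 to 33.6). The neuronal RNA-binding protein gene Elavl3 had 52 reads against 10 (5.07, 2.55 to 11.2). The authors' deposited table gave p-values at 48 h of 0.0651 for Fgf9, 0.270 for Fgf11, 0.0382 for Wnt3a, 0.00606 for Sox8, 0.0124 for Sox10 and 0.243 for Elavl3.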

Fgf genes are involved in the regeneration response in zebrafish and chick retina (Fischer and Reh, 2001; Wan and Goldman, 2017) and have been shown to be regulators of *Wnt* signaling (Tang et al., 2019). These data highlight the conservation of gene expression profiles commonly observed in other models of retinal regeneration to the PNU-282987 activated mammalian system and demonstrate when expression occurs. Understanding the timing of these gene expression allowed us to hypothesis what signaling pathways are involved in Müller glia cell proliferation after exposure to PNU-282987 treated RPE cells.

Volcano plots (Figure 4) represent a distribution of the log_2_ fold changes seen at each timepoint. The black points represent differentially expressed genes, whereas blue points are those which were significantly up-regulated and red were significantly down-regulated. 

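At 12 h the chemokine genes Ccl7 and Ccl2 were highest over DMSO among genes with a mean of at least 5 TPM, higher by 4.07 and 3.84 on the log2 scale, followed by LOC100912489 by 3.52, Cxcl3 by 3.45 and the contractile protein gene Tagln by 3.40. Acta2, a smooth muscle actin, was higher by 2.51, and Ak4 and Fam102b were at −3.03 and −2.93. In the authors' deposited table 203 genes were higher and 263 lower at 12 h at the paper's thresholds. The calls rested on a median of 1587.5 reads over the 12 h and DMSO libraries together, and 55 lay below 1 TPM in DMSO. Of 12576 genes, 513 were at least 2-fold higher and 2059 at least 2-fold lower in TPM as deposited, 1027 and 1069 relative to the median gene, and 855 and 1314 with median-of-ratios factors. A pseudocount of 5 TPM left 1220 genes. The smallest adjusted p at 12 h in the authors' deposited table was 1.00 after rounding, and an exact test of the reads, added after the data were seen, called 3382 genes.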

The volcano plots for 8 and 12 h show a consistent distribution of both significantly up- and down-regulated genes. The plot for 24 h shows fewer significant genes overall, with many genes showing a similarity in expression. 

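The 24 h library differed little from DMSO. Among genes with a mean of at least 5 TPM the microRNA gene Mir22 at −1.51 on the log2 scale and Rasl11a, a small GTPase gene, at −1.12 were among the lowest. In the authors' deposited table, 18 genes were higher and 7 lower at 24 h, 25 in all at a p of at most 0.05 and a log2 fold change above 1 or below −1. At that p alone 154 genes were listed, and at that fold alone 439. Of 12576 genes, 98 were at least 2-fold higher and 60 lower in TPM as deposited, 111 and 50 relative to the median gene, and 95 and 46 with median-of-ratios factors. The count of 158 was 373 with a pseudocount of 0.1 TPM, 10 with 5 TPM, 272 with no filter on low values and 46 with a mean of at least 5 TPM. An exact test of the reads, added after the data were seen, called 286 genes.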

The 48 h plot shows a striking disparity between up- and down-regulated differentially expressed genes, with the majority being up-regulated and to a higher degree than what is seen at other timepoints. This data overall points to up-regulation of genes early on which are related to proliferation and dedifferentiation of Müller glia and down-regulation of genes known to prevent proliferation. 

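Of the genes with a mean of at least 5 TPM, Rps29, RF01518, AABR07058519.1, RF00066 and LOC108349682 were highest at 48 h, at log2 ratios of 4.38, 4.71, 4.17, 3.71 and 3.67, and Lrrc58, lower by a log2 ratio of −1.46, was among the lowest. In the authors' deposited table 301 genes were higher and 38 lower at 48 h (88.8% higher), and the lower calls lay between −1.02 and −1.55. In TPM as deposited the 2-fold counts were close to even, 390 higher and 383 lower. Relative to the median gene they were 531 and 86, and with median-of-ratios factors 509 and 99. The log2 ratios at 48 h followed gene length across genes, with a Spearman rho of −0.541, against −0.236 at 8 h, −0.221 at 12 h and −0.114 at 24 h. Adjusted for gene length, 478 genes were at least 2-fold apart, with a mean of at least 5 TPM 324, and with no filter 1335. The exact test of the reads called 2333 genes.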

In later timepoints, up-regulation of genes associated with asymmetrical division of Müller glia that produce cells with a retinal progenitor-like fate are seen.

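Nanog, a pluripotency factor, had 120 reads at 48 h against 25 in DMSO, a fold of 4.68 (counting interval 3.02 to 7.52), after 0 reads at 12 h, with a p-value of 0.117 at 48 h in the authors' deposited table. The next shares use TPM as deposited with a pseudocount of 0.1 TPM and no filter on low values. Of 34 named retinal progenitor and neuronal genes, 8 were above 4-fold at 48 h (23.5%, exact 95% interval 10.7% to 41.2%). Of 33 named genes of other tissues and of immune cells, 4 were above 4-fold (12.1%, 3.40% to 28.2%). The 2 intervals overlap, and the sets were not matched on level in DMSO, so the shares do not compare like with like. Named genes are those with a row at some time, here 18 of 26 listed progenitor and 16 of 29 listed neuronal genes. The authors' deposited table had 15143 rows at 48 h and at most 13763 at the other times. Genes near 0 could thus be named because they were higher at 48 h, which can raise both shares. At 1 TPM or more in DMSO were 11 of 18 progenitor and 2 of 16 neuronal genes. In the other set these were 12 of 18 genes of other tissue-restricted families, 6 of 13 macrophage and microglia markers and 0 of 2 other immune markers.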

**FIGURE 4:**
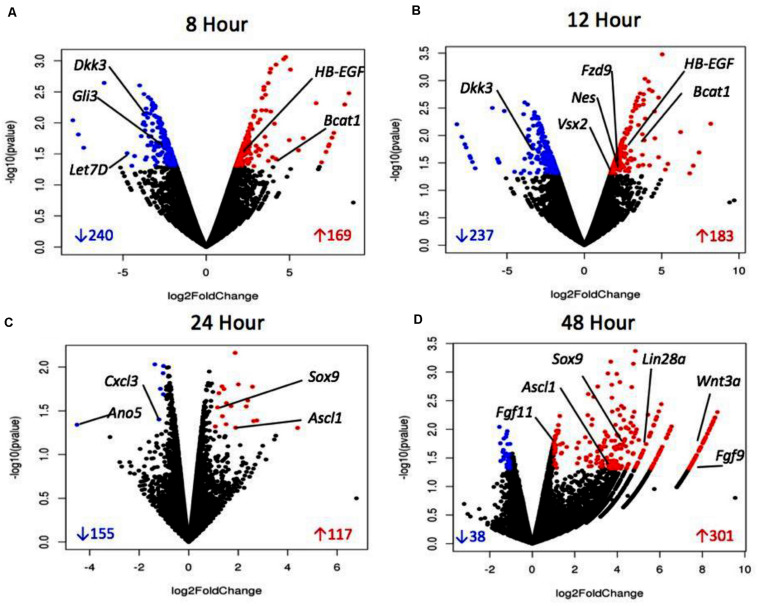
Volcano plots of sDEGs at 8 h vs. control **(A),** 12 h vs. control **(B)**, 24 h vs. control, **(C)** and 48 h vs. control **(D)**. Plots demonstrate all DEGs as dots based on their fold change, with down-regulated sDEGS in blue and up-regulated sDEGs in red.

### qRT-PCR Confirmation of Differentially Expressed Genes

qRT-PCR was performed to validate RNA sequencing results for several genes of interest thought to be involved in dedifferentiation pathways. RNA-seq data and qRT-PCR data were displayed for factors at differing treatment timepoints (Figure 5). 

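Bmp4 approached DMSO with time in the RNA-seq libraries, of which those at 8 h and 12 h lack the resubmission mark of the others. Its fold over DMSO was 0.482 at 12 h (counting interval 0.434 to 0.534), 0.686 at 24 h (0.625 to 0.753) and 1.02 at 48 h (0.937 to 1.11), with 566, 788 and 1105 reads against 1056 in DMSO. The BMP receptor gene Bmpr2 was at −1.37 on the log2 scale at 12 h and −0.92 at 48 h, and Id3, a BMP target, at −0.89 at 24 h.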

*BMP4*, a protein coding gene in the TGFβ family, known to be down-regulated in chick MDPCs (Todd et al., 2017), is found to be down-regulated at 8 h in RNA seq results as well as all other timepoints in qRT-PCR. *HB-EGF*, found to be up-regulated at 8 and 12 h in RNA seq results, was confirmed to follow the same trend via qRT-PCR, as well as qRT-PCR confirmation of *Ascl1* and *Lin28a* up-regulation at 48 and 24/48 h, respectively. These finding are consistent with the pathway of retinal regeneration in zebrafish in which *HB-EGF* activation at the site of injury leads to the activation of *Ascl1* to then recruit *Lin28a* (Ramachandran and Zhao, 2011; Wan et al., 2012; Wan and Goldman, 2016). 

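In the RNA-seq libraries the order of these genes in time was Hbegf at 8 h and 12 h, followed by Ascl1 and Lin28a at 24 h and 48 h. Hbegf stood at 30.6 reads per 1000000 reads in the table in DMSO, 99.1 at 8 h, 99.8 at 12 h, 24.6 at 24 h and 26.9 at 48 h, and its folds at the late times were 0.812 (counting interval 0.751 to 0.878) and 0.910 (0.843 to 0.983). On that scale Ascl1 was at 0.112 in DMSO, 0.0356 at 8 h, 0.0173 at 12 h, 0.427 at 24 h and 1.72 at 48 h. Lin28a was at 0.0223 in DMSO, 0 at 8 h, 0.0346 at 12 h, 0.183 at 24 h and 0.588 at 48 h. Hbegf was called at 8 h and 12 h and Ascl1 at 48 h in the authors' deposited tables, and Lin28a was not called at 48 h, at a p-value of 0.142. Only the 8 h and 12 h libraries lack the resubmission mark, so the Hbegf rise cannot be told apart from submission. Rises from near 0 were most common at 48 h. Of genes with a mean under 0.05 TPM over the other libraries, 26.3% were above 0 at 48 h. That share was 15.5% at 24 h, 11.9% at 8 h and 11.0% at 12 h. From the early Hbegf and the later Ascl1 and Lin28a, together with its qRT-PCR, the paper proposes a likeness to the pathway of zebrafish retinal regeneration, in which HB-EGF leads to Ascl1, which then recruits Lin28a.

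**Figure D3:**
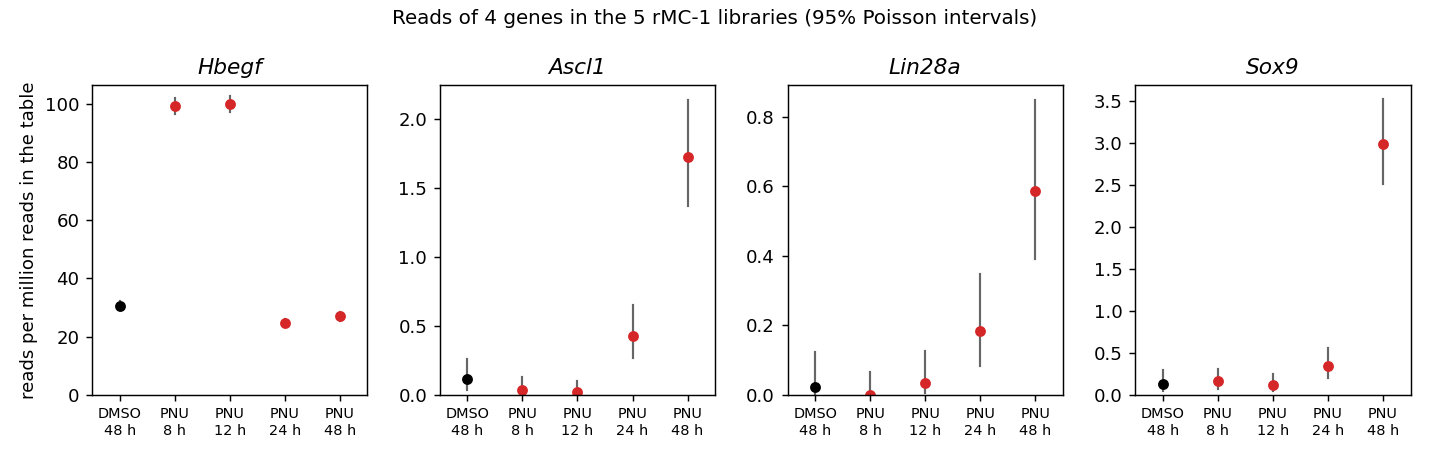
Reads of Hbegf, Ascl1, Lin28a and Sox9 per 1000000 reads in the table in each of the 5 libraries, with 95% Poisson intervals that cover counting error only and a separate vertical scale for each gene. Hbegf is at 99.1 and 99.8 at 8 h and 12 h, and Ascl1, Lin28a and Sox9 are highest at 48 h.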

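At the late times Bcat1 was near DMSO, at 0.893-fold at 24 h (counting interval 0.834 to 0.956) and 0.963-fold at 48 h (0.90 to 1.03). Fzd9 was at 2.16-fold at 8 h (0.781 to 6.87), 0.766-fold at 24 h (0.185 to 3.01) and 2.11-fold at 48 h (0.749 to 6.78), which counting error does not tell from DMSO. Fgf11 was below DMSO at 8 h and 12 h, at 0.239-fold (0.0951 to 0.532) and 0.116-fold (0.0297 to 0.328), and at 1.57-fold at 24 h (0.99 to 2.53). Fgf9 had 0 reads at 8 h, 1 at 12 h and 5 at 24 h.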

*Bcat1* and *Fzd9*, up-regulated at 8 and 12 h, and *Fgf9/Fgf11*, up-regulated at 48 h in RNA seq, followed the same trend in qRT-PCR verification. *Fzd9* is a receptor which binds *Wnt* ligands (Meyers et al., 2012; Wan et al., 2012; Tappeiner et al., 2016). *FGF9* and *FGF11* up-regulated in Müller-derived progenitor cells in other vertebrates (Fischer and Reh, 2001; Hochmann et al., 2012; Wan and Goldman, 2016). 

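Mmp9 was near DMSO at 24 h, at 1.1-fold (counting interval 0.662 to 1.83), and at 1.92-fold at 48 h (1.23 to 3.06). Gli3 was at 0.557-fold at 12 h (0.503 to 0.616), 0.980-fold at 24 h (0.899 to 1.07) and 0.576-fold at 48 h (0.519 to 0.638). The Hedgehog receptor gene Ptch1 and the effector gene Gli2 were at −0.76 and −0.71 on the log2 scale at 12 h, and the inhibitor gene Sufu at −0.89 at 8 h and −0.80 at 12 h. Of the 12 named Hedgehog genes, 1 was called at 8 h and 1 at 12 h in the authors' deposited tables, both lower.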

*Mmp9* and *Gli3*, components of the sonic hedgehog (Shh) pathway that are up- and down-regulated respectively early in zebrafish regeneration (Wan and Goldman, 2016; Kaur et al., 2018) were up- and down-regulated at 8 and 12 h in RNA-seq, confirmed in qRT-PCR. 

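Sox9 had 9 reads at 8 h and 7 at 12 h, folds over DMSO of 1.39 (counting interval 0.442 to 4.75) and 1.05 (0.302 to 3.78). Per 1000000 reads in the table it was at 0.134 in DMSO, 0.160 at 8 h, 0.121 at 12 h, 0.346 at 24 h and 2.98 at 48 h, with a counting interval of 2.51 to 3.52 at 48 h.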

Finally, retinal progenitor marker *Sox9* (Young, 1985; Webster et al., 2017) was up-regulated at 24 and 24 h, which is confirmed in qRT-PCR results. This data provides evidence to support findings in the RNA-seq results.

**FIGURE 5:**
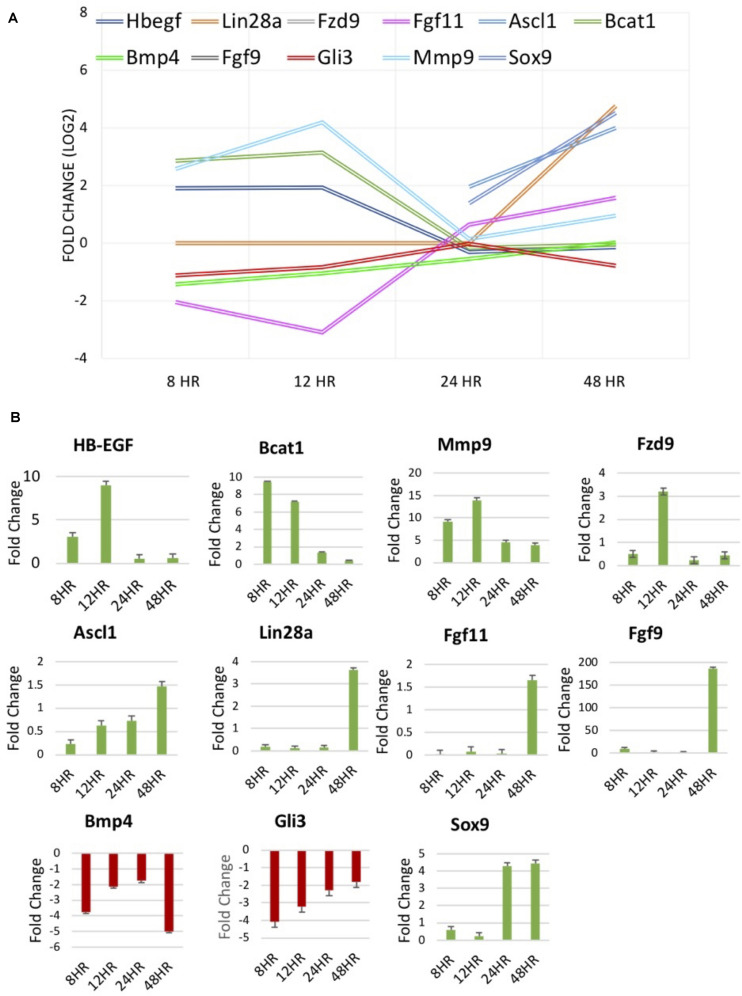
**(A)** RNA-seq results of molecules of interest identified in literature to be involved in regeneration of the zebrafish and chick retina and mammalian retinal development. **(B)** Fold change [2^– –^ΔΔCT] results of qPCR verification of molecules of interest in **(A)**.

### Dedifferentiation of Müller Glia to Müller-Derived Progenitor Cells

To provide evidence that MDPCs were produced as a result of signaling molecules released from the RPE, IHC was performed. To identify progenitor cell markers in Müller glia, rMC-1 cultures were exposed to activated RPE supernatant for 48 h in some studies, or allowed to incubate in transwells containing RPE cells that had previously been treated with PNU-282987. Both methods produced statistically similar changes in Müller glia. Following incubation with the supernatant or when with treated RPE cells in transwells, cells were labeled with antibodies against vimentin, VSX2, nestin and OTX2. Figure 6 illustrates confocal images obtained when the supernatant from PNU-282987 treated RPE cells were added to culture dishes of Müller glia, as the resolution and clarity of images obtained in culture dishes was higher than images of Müller glia attached to the mesh on transwells (Figure 6). Vimentin, a Müller glia marker found in the unaltered adult retina (Tackenberg et al., 2009), was used as a control and labeled all cells in both the treated or untreated conditions (Figures 6A,A′). Nestin, expressed in neural precursor cells in the developing retina (Božanić et al., 2006), labeled Müller glia when introduced to the supernatant from PNU282987 treated RPE cells to a significantly greater degree than that found in control cells (Figures 6B,B′). VSX2, found in prenatal eye cultures in neurospheres with neurogenic potential (Wright et al., 2010), immunostained significantly more Müller glia than in control cells (Figures 6C,C′). Finally, OTX2, another retinal progenitor marker widely accepted to represent stem-like qualities in the developing retina (Schmitt et al., 2009), immunostained significantly more treated Müller glia than in untreated cells (Figures 6D,D′). Müller cells with positive staining for retinal progenitor markers provide evidence that Müller glia dedifferentiate to a progenitor-like fate when exposed to signaling molecules released from PNU-282987 treated RPE cells. This result indicates that PNU-282987 induces a response in Müller glia that is not typically seen in adult mammalian neurons.

**FIGURE 6:**
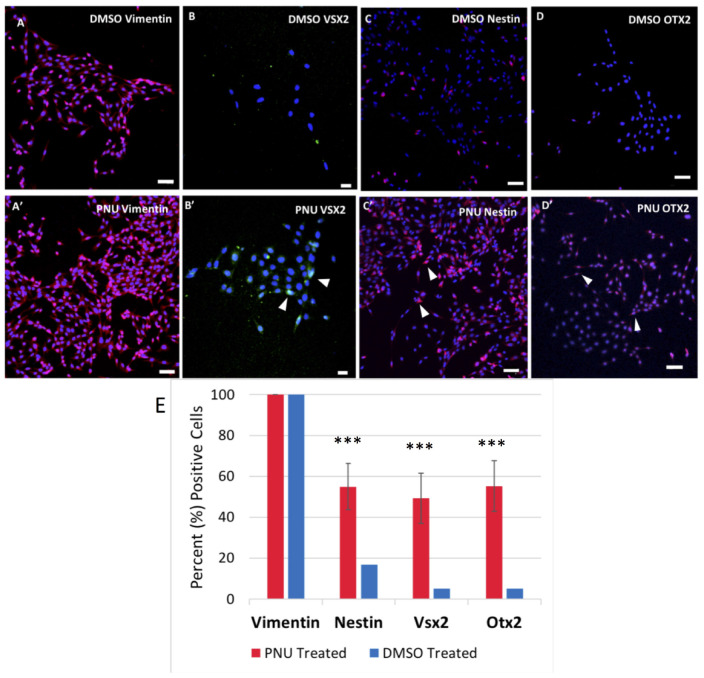
Immunocytochemistry of Müller glia after 48-h exposure to PNU-282987 treated RPE supernatant. Scale bars represent 100 microns. **(A,A′)** Müller glial cytoskeletal component, Vimentin, used as a control in DMSO and PNU-282987 treated rMC-1. **(B,B′)** Retinal progenitor marker VSX2 is identified in treated Müller glia. Arrows indicate VSX2 + single nuclei. **(C,C′)** Retinal progenitor marker Nestin labels cytoskeleton of treated Müller glia. Arrows indicate single Nestin + cells. **(D,D′)** Transcription factor OTX2 labels both nucleus and cytoskeleton of treated Müller glia. Arrows indicate OTX2 + cells. Scale bar represents 100 microns. **(E)** Quantification of cells positive for progenitor markers. A one-way ANOVA was performed to determine statistical significance. All three progenitor cell markers were found to be statistically significant when compared to DMSO controls (***P-value < 0.001) in PNU-282987 treated cells.

### Summary of sDEGs Involved in Dedifferentiation of Müller Glia to MDPCs

Based on the transcriptomics and IHC marker data, a summary of sDEGS involved in the dedifferentiation of Müller glia to retinal progenitor cells following activated RPE supernatant treatment is outlined in Figure 7. This figure was constructed using the expression patterns as well as the timing of expression. For example, *HB-EGF*, an EGFR ligand (8, 12 h up-regulation), is known to work upstream of *Ascl1* (24, 48 h up-regulation), a basic helix-loop-helix transcription factor, which then activates RNA binding protein *Lin28a* (48 h up-regulation) to allow for dedifferentiation in the zebrafish retina (Wan and Goldman, 2016). MicroRNA *Let-7* (Down-regulation at 8 and 12 h) is shown to inhibit dedifferentiation in the Müller glia in the adult zebrafish prior to injury (Wan et al., 2012; Kaur et al., 2018). 

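Reads over the let-7d gene Mirlet7d were few at all times, 15 at 12 h, 16 at 24 h and 23 at 48 h. The folds over DMSO were 0.449 at 12 h (counting interval 0.225 to 0.862), 0.490 at 24 h (0.25 to 0.928) and 0.747 at 48 h (0.415 to 1.33). Among 38 small RNA genes 7 were at least 2-fold higher and 11 lower at 8 h, with a list median of −0.24 (percentile 27.3), and 7 higher and 9 lower at 12 h, with a median of −0.27 (14.7). In TPM as deposited 2 were higher and 13 lower at 8 h, and 4 and 13 at 12 h.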

*Mmp9* (8, 12-h up-regulation) regulates *Ascl1* and is found early in dedifferentiation (Locker et al., 2006). Also, *Mmp9* along with *Gli3* are Shh pathway regulators of Let-7 in Zebrafish regeneration (Wan and Goldman, 2016; Kaur et al., 2018) *Fzd9* (12 h up-regulation) is a *Wnt* receptor known to be activated in *HB-EGF/Ascl1* signaling (Ramachandran and Zhao, 2011). Finally, *B cat1* signaling (Up-regulated at 8 and 12 h, later in qRT-PCR data) is both required in dedifferentiation to and maintenance of retinal progenitors produced in zebrafish (Meyers et al., 2012). β*-Catenin* also binds to *Lin28a* promotor to activate transcription (Yao et al., 2016). *Wnt/*β*-catenin* signaling is the pathway that drives the production of Müller-derived progenitor cells in chick (Gallina et al., 2016) as well as vertebrate eye development (Fujimura, 2016). The retinal progenitor marker, *Sox9* (up-regulated at 24 and 48 h) as well as progenitor markers Nestin, OTX2 and VSX2, identified in IHC, provide evidence of a MDPC-like fate.

**FIGURE 7:**
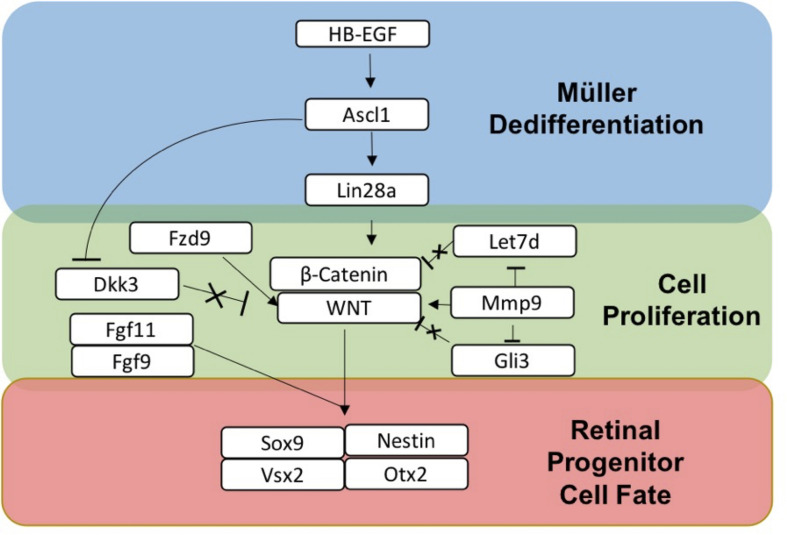
Summary of gene expression associated with dedifferentiation of Müller glia to Müller-derived progenitor cells in adult mammals. *HB-EGF* is up-regulated when Müller glia are exposed to RPE supernatant treated with PNU-282987.

## Discussion

In this study, we show that activated RPE supernatant initiates transcriptional changes in Müller glia that lead to gene expression profiles resembling that of dedifferentiated Müller glia and MDPCs including activation of genes involved the *HB-EGF/Ascl1/Lin28a* pathway. Activation of these genes were induced through signaling molecules released from PNU-282987 treated RPE cells, which has not been demonstrated before. Heat maps were generated comparing sDEG fold changes at experimental timepoints vs. control. Comparison of significant fold changes at 8/12 h reveals a distinct pattern of on/off behavior by sDEGs which were turned on at 8/12 h at off at 24/48, and vice versa. A vast change occurs at 48 h in which the majority of sDEGs are turned on with higher fold changes than seen at any other timepoint. Most sDEGs are unique to this timepoint. This pattern is similar to the change in gene expression pattern observed in the regenerating zebrafish and chick retina following injury. In zebrafish, proliferation inhibitors are turned off and signal transduction genes are turned on temporarily to allow for proliferation of Müller glia. Expression changes to upregulation of retinal progenitor markers later on in newly derived MDPCs (Fischer and Reh, 2001; Wan and Goldman, 2016; Todd et al., 2017).

Reactome analysis revealed significant changes in gene expression of sDEGs throughout the study in signal transduction pathways including *Wnt*/β-Catenin, TGF-β, Notch, MAPK, Hippo, and Hedgehog. Genes from these pathways were highlighted in Table 4 and in the volcano plots shown in Figure 4. Up-regulation of MAPK ligand *HB-EGF* was found at 8 and 12 h, followed by up-regulation of *Ascl1* at 24 and 48 h and *Lin28a* at 48 h. *HB-EGF* is up-regulated at the injury site in Zebrafish, leading to activation of *Ascl1* followed by *Lin28a* which stimulates the formation of multipotent Müller derived progenitor cells in the retina (Wan et al., 2012; Wan and Goldman, 2016). *HB-EGF* activation leads to *Wnt/*β*-Catenin* signaling in zebrafish, the pathway which allows for cell proliferation in the Zebrafish retina (Gallina et al., 2016; Wan and Goldman, 2016). *HB-EGF* is also known to act upstream of β*-Catenin* signaling (Wan et al., 2012). The β*-catenin/Wnt* pathway is essential in the production of Müller-derived progenitor cells in chick (Gallina et al., 2016) and in eye development (Fujimura, 2016). *Bcat1* is up-regulated at 8 and 12 h according to sequencing data, as well as 24 and 48 h in qRT-PCR data. *Dkk3*, an inhibitor of the *Wnt* pathway found in adult mammalian Müller glia (Nakamura et al., 2007), is down-regulated at both 8 and 12 h in our data. *Fzd9* is a *Wnt* receptor known to be activated in the *HB-EGF/Ascl1* pathway by *Wnt* ligands (Ramachandran and Zhao, 2011; Gallina et al., 2016) and is up-regulated at 12 h with qRT-PCR confirmation. *Wnt* signaling occurs in the development of retinal progenitor cells (Meyers et al., 2012). We see down-regulation at 8 and 12 h of markers associated with fully differentiated Müller glia (Todd et al., 2017) (*Bmp4*), as well as inhibitors of cell cycle re-entry (*Hes4, Hes6, Gli3, Let-7*). 

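Hes6, a transcription factor of the Hes family, was near DMSO at all times in normalized reads, at 0.886-fold at 8 h (counting interval 0.816 to 0.961), 1.02-fold at 12 h (0.943 to 1.1), 1.22-fold at 24 h (1.13 to 1.31) and 1.18-fold at 48 h (1.09 to 1.27). No row carried the symbol Hes4. Egfr, the receptor of HB-EGF, was at 0.585-fold at 8 h (0.545 to 0.628), 0.742-fold at 12 h (0.695 to 0.793), 1.31-fold at 24 h (1.23 to 1.38) and 0.677-fold at 48 h (0.632 to 0.726). The early libraries were not marked as resubmitted, unlike DMSO.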

Fibroblast growth factors are associated with proliferation following injury in the zebrafish retina (McCabe et al., 2006). *FGF9* and *FGF11* are released by retinal cells in *Xenopus* to initiate dedifferentiation and reprogramming (Fukui and Henry, 2012; Meyers et al., 2012). FGFR signaling also promotes retinal regeneration in chick and zebrafish (Fujimura, 2016; Gallina et al., 2016). *Let-7* microRNA, a repressor of retinal regeneration-associated genes in zebrafish such as *Ascl1*, *oct4* and *myc*, has been shown to be inhibited during retinal regeneration in zebrafish (Ramachandran et al., 2010). *Let-7* is a regulator of sonic hedgehog (Shh) signaling (Locker et al., 2006) and is a marker for differentiation from retinal progenitor to adult cell in the developing retina (Xia and Ahmad, 2016). Shh component *Mmp9* is found in injured retinal cells prior to progenitor cell markers and regulates *Ascl1*. Shh component *Gli3* is a negative regulator of *Ascl1* and is reduced in Müller glia progenitor cells (Kaur et al., 2018). Under normal physiological conditions, *Gli3* physically interacts with the *Ascl1* promotor to inhibit its expression (Kaur et al., 2018). Down-regulation of this gene allows the *Ascl1* pathway to move forward and Müller glia to dedifferentiate into multipotent progenitor cells. These signal transduction genes are consistent with regeneration models in other vertebrates and suggest that the same genes and pathways found in animals that can regenerate can lead to dedifferentiation in adult mammals if they are activated.

qRT-PCR was able to verify expression and temporal trends of genes identified through RNA-seq. RNA-seq is highly accurate but represents *n* = 1. By validating with qRT-PCR, we were able to produce three biological replicates of 11 genes that verify the trend in expression seen with RNA-seq. This increased our sample size to *n* = 4 and provided evidence pertaining to the accuracy of results obtained in the RNA-seq data set.

The use of immortalized cell lines in this study could be viewed as a limitation for these studies. Immortalization is by definition an alteration of the genome of cells away from normal physiological conditions. However, results were normalized to the control condition. Therefore, all changes in gene expression were relative to the control in both cell lines. A standard quantity of RNA was used as well to normalize the comparative responses. Future studies will repeat these experiments in primary RPE and Müller glial cells to validate these findings.

Another limitation of this study is that only gene expression up to 48 h was analyzed as experiments were designed to look at early gene expression that led to MGPCs. In future experiments, it will be important to look at the RNA seq data for expression of the progenitor markers beyond 48 h. This data is absent or missing in the current study.

IHC experiments analyzing activated RPE treated Müller glia demonstrated that the conclusion of transcriptomics changes produce cells with a RPC-like fate. Previous studies in Zebrafish have demonstrated many pathways involved in Müller glial dedifferentiation and retinal regeneration that also appear to be involved in PNU-282987-induced dedifferentiation of Müller glia in adult mice. Given that Müller glia proliferate before production of MDPCs in other models, it is expected that progenitor cell markers would appear at later timepoints. At 48 h post-treatment in culture, we see Nestin, VSX2, and OTX2 expression. This provides evidence that these conditions can produce progenitor cell fate in culture. In mammals, damage typically induces proliferation of Müller glia in the form of reactive gliosis, which is not a beneficial outcome as no new neurons are generated. However, this study demonstrates the unique finding that PNU-282987 is able to generate MDPCs in adult mammals in the absence of injury, an outcome with more functional significance to the animals.

Given the data presented above, it was hypothesized that the sDEGs identified in this study are involved pathways of dedifferentiation within the adult mammalian retina following exposure to PNU-282987. The consistency of the data with injury-induced regeneration of the zebrafish retina points to the possibility that the mechanism may be partially conserved. Much work is left to be done to develop a defined pathway of proliferation to MDPCs in adult mammals in response to PNU-282987. However, this study provides a frame of reference to more fully understand the mechanism by which this phenomenon has been shown to occur.

### Implications

The regenerative response to injury in the retina is common in lower vertebrates, such as teleost fish and chick (Stenkamp, 2015). Currently, the adult mammalian neuronal retina is not thought to, under normal physiological conditions, have the ability to restore loss of function caused by neuronal cell death past early development. However, this lab has found a robust neurogenic response in the adult mammalian retina after eye drop application of PNU-282987 (Webster et al., 2017, 2019) without inducing injury. Other research in this area has been met with success at a much more limited scale and requires external manipulations to generate few retinal precursors limited to a specific fate (Yao et al., 2018). The genetic profile and IHC of the MD generated as a result of PNU-282987 application indicate that multiple types of neurons can be generated. Also, these results demonstrate that the pathways involved in adult mice Müller glia dedifferentiation have many similarities with the regenerative capabilities of Müller glia in zebrafish. However, molecules released from PNU-282987 treated RPE cells can stimulate these pathways in adult mammals and bypass typical inhibition of mammalian Müller glia. The results from this study suggest that the inability of adult mammals to induce neurogenesis is not due to unique signaling cascades or genes in the mammalian system. Instead, it is possible that the mammalian Müller glia lack the signaling required to initiate cell division and should direct future research in this field. Ultimately, examining the mechanism by which this occurs will be useful in understanding which factors limit the mammalian system from regeneration in adulthood and how this can be manipulated to treat neurodegenerative diseases of various body systems, including the retina.

The mechanism proposed as a result of this study could lead to the ability to control dedifferentiation in an effort to restore vision in retinal neurodegenerative disease models. At present, PNU-282987’s greatest effects would be in the retina, as it has been reported to inhibit a potassium channel in the heart if given systemically (Duris et al., 2011; Deng et al., 2019). However, understanding the mechanism of PNU-282987’s effect in the retina could allow for manipulation of these pathways to bring about a regenerative response. Ultimately, it is crucial to address the function of the retina after α7 nAChR agonist treatment. Even if new adult retinal neurons are generated after PNU-282987 treatment, one must ask if new cells make appropriate functional connections? Do they make synapses and function to affect visual processing? Can regeneration of new neurons reverse the functional effects of retinal disease, injury or age? One way to address these issues is to analyze electroretinogram (ERG) activity in the rodent eye before and after α7 nAChR agonist treatment with and without injury. These studies are currently underway.

The use of specific α7 nAChR agonists could potentially lead to important clinical treatments for other neurodegenerative diseases in the eye as well as in the brain where α7 nACh receptors have been shown to be involved; such as Alzheimer’s, Parkinson’s and Huntington’s diseases (Foucault-Fruchard and Antier, 2017). α7 nAChRs within the subventricular zone (SVZ), lining the lateral ventricle of the brain, have been found to be involved in neurogenesis in the SVZ when activated (Mudo et al., 2007; Narla et al., 2013; Shabani et al., 2020). As a result, understanding of the mechanism associated with cell cycle reentry of Müller glia in the retina after PNU-282987 treatment is crucial. Understanding the genes and signaling pathways that are involved in this dedifferentiation response may allow future treatments that directly stimulate proliferative pathways or genes without needing PNU-282987. For instance, the pathways identified in this study are known to act in similar ways in other areas of the mammalian central nervous system. *HB-EGF* is widely expressed in the brain, including the hippocampus and cerebral cortex, and is considered to multiple roles in the developing nervous system (Oyagi and Hara, 2012). Canonical *Wnt/*β*-catenin* signaling plays a big role in in tissue patterning in regulating rostral-caudal and medial-lateral patterning in the developing cortex (Noelanders and Vleminckx, 2017). Flushing out the mechanism by which neurogenesis is induced in the retina using PNU-282987 could allow for an understanding of inducible neurogenesis in adult mammals in the CNS systems.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO accessions GSE151477.

## Ethics Statement

The animal study was reviewed and approved by IACUC Western Michigan University.

## Author Contributions

MS was responsible for generating all the data and figures for this study. SW was responsible for helping with analysis and intellectual qPCR and bioinformatic input as well as assisting with generating figures and editing writing. MW was responsible for helping to outline the project and for bioinformatic analysis. CL was the manager for this project and assisted with editing of the writing and analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

TABLE S1 Summary of efficiency curves of all primer/probes used in qRT-PCR. All RNA Integrity Number (RIN) values for RNA used were greater than 6.0 and all efficiencies for primer/probes were between 90 and 110%.

# Supplementary material for: Involvement of HB-EGF/Ascl1/Lin28a Genes in Dedifferentiation of Adult Mammalian Müller Glia
**Source:** Front Mol Biosci. 2020 Aug 14;7:200. doi: 10.3389/fmolb.2020.00200
**Supplement:** TABLE S1 — Summary of efficiency curves of all primer/probes used in qRT-PCR. All RNA Integrity Number (RIN) values for RNA used were greater than 6.0 and all efficiencies for primer/probes were between 90 and 110%.

Supplemental Table 1. Primer/Probe Efficiencies	
Primer/Probe	Efficiency Calculation (%)
HB-EGF	99.13
Ascl1	104.26
Lin28a	97.29
Fgf11	97.77
Fgf9	100.06
Sox9	90.68
Fzd9	105.40
Mmp9	105.92
Gli3	108.53
Bcat1	103.92
Bmp4	104.61
Gapdh	105.02
Sample	RIN
DMSO Ctrl	8.7
8 Hour	8.6
12 Hour	6.1
24 Hour	6.8
48 Hour	6.1

Supplemental Table 1. Summary of efficiency curves of all primer/probes used in qRT-PCR. All RNA Integrity Number (RIN) values for RNA used were greater than 6.0 and all efficiencies for primer/probes were between 90%-110%.

How the deposited data were processed for this re-analysis (not part of the article)

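RNA of rMC-1 cells from 5 conditions was analysed, with 1 library each: co-culture for 48 h with RPE-J cells given DMSO, and for 8, 12, 24 and 48 h with RPE-J cells given PNU-282987 at 100 nM. Every library was mapped to its condition from the sample labels and the paper. The titles of the DMSO, 24 h and 48 h libraries mark them as resubmitted.

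The TPM values are the authors', 1 column for each library over 32552 genes, and the sources used here do not give the gene lengths behind them. The normalized counts, which are a signal per gene rather than raw counts, were made by the authors by dividing featureCounts counts by DESeq2 size factors, separately in each of the 4 tables of a time point against DMSO. The log2 fold changes were fitted and deposited by the authors with DESeq2. The p-values and adjusted p-values were also deposited by the authors, from 1 library on each side, and were only counted here. Trimmomatic 0.36, STAR 2.5.2b, featureCounts of Subread 1.5.2, DESeq2 and the genome Rnor6.0 are named in the paper's methods, and the version of DESeq2 is not given in the sources used here.

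The normalized counts were turned back into reads by the value of a single read in each column. In 100% of the values the result was whole within 0.01 read. For genes outside a table, 5749 read values were derived from TPM, with a largest deviation of 0.0325 read. Reads in the tables came to between 44781734 and 57749371 for each library. Gene symbols were those in the authors' tables, 15264 in number, of which 13021 were also in the reference table of gene names, which is of another assembly and was used for names only. Of these symbols 94 stand on more than 1 identifier, and 266 of the genes kept have no symbol.

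Log2 ratios to DMSO were computed from TPM plus a pseudocount of 1 TPM, over the 12576 genes with a mean of at least 1 TPM in the 5 libraries. They are given relative to the median of all genes where the text says so, a centring added after the median was seen to move by over 0.1. Folds of single genes were ratios of reads per size factor, with an exact 95% interval from the reads of both libraries. Against 0 reads a fold is a bound at a floor of 3 reads. Intervals and floors cover counting error only, and no SD or SE was computed. The exact test named among the alternatives is a binomial test of the reads of 2 libraries with Benjamini-Hochberg adjustment, and it compares those libraries, not the conditions. Shares carry exact (Clopper-Pearson) 95% intervals.

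The 40 gene lists were fixed before the data were examined. The median of a list with at least 3 members kept was set against 10000 random lists matched on mean TPM in 20 bins, and a list was called where it lay outside the central 95%. The genes named in the text were every gene of Table 4 and those the paper names from these data, the 5 highest and the 5 lowest genes at each time with a symbol and a mean of at least 5 TPM, up to 4 members of each list with the largest absolute log2 ratio at the time described, and Chrna7. The values of Table 4 and the names in Fig. 2A had been seen when this rule was written. A gene named at 1 time may be given at the other times too. The symbols Mpeg1, Hes4, Otx2 and Chrna7 had no row.

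Alternatives set in advance were pseudocounts of 0.1 and 5 TPM, no filter on low values or a mean of at least 5 TPM, median-of-ratios factors over 8836 genes, the authors' log2 fold change, the 24 h library as reference, a 4-fold threshold, the authors' adjusted p, a log2 fold change above 2 and a mean normalized count of at least 10. Centring, an adjustment for gene length in 20 bins, an exact test of the recovered reads and other thresholds at 24 h were added after the data were seen. The tolerances of 0.5 and 0.01 log2 used against Table 4 were also set after values had been seen.

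The steps were tested on simulated reads of 12310 genes with 50 changed genes for each fold at each time. Genes set to 8-fold higher lay beyond 2-fold in 98% to 100% of cases, and those set to 0.25-fold in 84% to 98%. Genes set to 0.5-fold lay beyond 2-fold in 36% to 62%. Of unchanged genes, 0.0991% to 0.132% lay beyond 2-fold. The list step was tested on random normal values, independent across genes, rather than on reads, and with fewer random lists. Of 200 unchanged lists 5% lay outside the central 95%, and of 50 lists shifted by 0.5 log2 94% lay above it. The 5% follows from drawing those lists at random and does not cover lists of genes that move together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The qRT-PCR and immunohistochemistry of the paper were not analysed here.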

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

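The tests of RNA integrity, of gene length as the whole cause, of submission, of time in co-culture and of read depth at 48 h were chosen after the result was seen. Each condition has 1 library, so differences between time points were not tested, and the values given for gene lists are medians of log2 ratios relative to the median gene.

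Several lists lay on opposite sides of DMSO, outside the central 95% of random lists, at different times. EGF receptor ligands and ERK feedback genes were at 0.28 at 8 h, 0.34 at 12 h, −0.29 at 24 h and −0.33 at 48 h, and without centring the 8 h median was also below 0, at −0.04. Chemokines, cytokines and NF-κB targets were at 1.09, 0.98 and −0.30 at 8, 12 and 24 h. Hypoxia and glycolysis genes were at −1.09, −0.95 and 0.31. Targets of ATF4 were at 0.97, 1.49 and −0.17, and actin, contractile and SRF target genes at 0.69, 0.78 and −0.13. Lists outside the groups the paper discusses that lay outside the central 95% and at least 0.5 from DMSO, a limit set after values were seen, were hypoxia, ATF4 and actin genes at 8 h and 12 h as above, cold and heat shock genes at 0.80 at 8 h, circadian clock genes at −0.81 at 8 h (−0.52 and inside the range adjusted for gene length) and −0.83 at 12 h, and ribosomal protein genes at 0.70 at 48 h, which were at 0.40 without centring and 0.31 adjusted for gene length, under that limit, as were actin genes at 0.37 at 8 h and 0.48 at 12 h and cold and heat shock genes at 0.47 without centring.

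The 8 h and 12 h libraries lay together and apart from DMSO. Depth is argued against, since the calls rested on a median of at least 1587.5 reads, while RNA integrity stays open: the 12 h library lay 0.193 times as far from the 8 h library as that lay from DMSO, against the order of the listed RNA integrity numbers of 6.1, 8.6 and 8.7, but these are listed for the RNA used in qRT-PCR and whether they hold for the sequenced RNA is not given in the sources used here. Gene length is not the whole cause, because after adjustment for length the early libraries still lay at 0.439 or more from DMSO against 0.154 at 24 h, but a part stays open at an absolute rho of 0.221. Submission cannot be told apart from early time, since every pair across submissions (0.392 at the lowest) lay farther apart than every pair within (0.374 at the highest). A response to time in co-culture stays open too, because no DMSO library was taken at 8 h or 12 h: the 24 h library lay nearer to DMSO than the 48 h library over the 555 early calls (0.182 against 0.390), but the bound set for this test was wrong, as a change complete by 24 h would give the same order.

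The 48 h library gained reads in genes near 0 in DMSO. Depth is argued against, since 21051 genes were above 0 TPM at 48 h with fewer reads than at 8 h and 12 h, where fewer genes were. Genomic DNA or unspliced RNA stays open, since 26.3% of 14404 genes with a mean under 0.05 TPM over the other libraries were above 0, against 11.9%, 11.0% and 15.5% for the 8, 12 and 24 h libraries counted the same way, between the bounds set in advance. A switch to a neural progenitor program also stays open, since the share of progenitor and neuronal genes above 4-fold exceeded that of genes of other tissues by 11.4 percentage points, between its bounds. Both shares cover named genes only, and genes near 0 could be named through the 48 h library. No explanation was singled out.

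The log2 ratios at 48 h followed gene length, with a rho of −0.541 and medians of 0.53 in the shortest and −0.29 in the longest of 10 equal groups of genes. RNA integrity stays open for the same reason, although the 12 h library, with the same listed value, showed a rho of 0.119 against the 8 h library. A rise of a few families of short genes is argued against by a rho of −0.538 without the ribosomal protein, oxidative phosphorylation, histone and small RNA genes. Other technical causes of a length trend were not tested.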

How the results depend on the processing

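Each condition has 1 library, so no setting has a replicate check, no library could be left out and no other split of the libraries exists. No paired analysis was possible because each condition has 1 library. Reads limit the genes near 0 most, and for the named genes with 1 to 9 reads in DMSO the upper bound of a fold was more than 2 times the lower by counting error alone. The adjustment for gene length, centring, the exact test of the reads and the other thresholds at 24 h were chosen after the data were seen. The pseudocount does not enter the share of calls below 1 TPM, the adjusted p leaves no calls so that shares have no value under it, TPM filters do not change the ratio of a named gene, and a mean normalized count of at least 10 removes no gene, since the lowest means were 10.1 to 10.4. Of the list results that were called, 389 kept their call and direction over the settings, 47 lost the call and 8 turned. Of those for lists that were not called, 613 remained so, 46 gained a call on their side and 5 on the opposite side. Of the values of named genes, 2531 stayed within counting error, 2068 moved and 6 turned, and of counts, shares and correlations 173 stayed near the value reported and 77 moved. Given by setting below are the called lists that lost their call or turned, the single genes that turned, and the counts, shares and correlations that moved. The moved values of named genes and the lists that gained a call are not listed there. Lists are given as a percentile, single genes as a log2 ratio, and early calls as the share on the other side of DMSO. The cause was not tested. By the authors' adjusted p, the values were 0 for authors' calls at 8 h, 0 for authors' calls at 12 h, 0 for authors' calls at 24 h, 0 for authors' calls at 48 h. By the exact test of the reads, the values were 3771 for calls at 8 h, 3382 for calls at 12 h, 286 for calls at 24 h, 2333 for calls at 48 h. At a log2 fold change above 2, the values were 8 for authors' calls at 24 h, 44.3% for 12 h higher calls on the other side at 48 h, 88.8% for 48 h calls below 1 TPM in DMSO, 29.7% for 8 h calls found at no other time, 70.03% for 8 h calls shared with 12 h, 0.288% for 8 h calls shared with 24 h, 0.288% for 8 h calls shared with 48 h, 97.8% for 48 h calls found at no other time. With a pseudocount of 5 TPM, the values were 1436 for 2-fold genes at 8 h, 1220 for 2-fold genes at 12 h, 10 for 2-fold genes at 24 h, 216 for 2-fold genes at 48 h, 2 for 2-fold genes, 12 h against 8 h, 177 for 2-fold genes, 48 h against 24 h, 4.67 for immediate early genes at 8 h, 5.71 for FGF family at 24 h, 16.3 for circadian clock genes at 48 h. At a 4-fold threshold, the values were 261 for 4-fold genes at 8 h, 218 for 4-fold genes at 12 h, 6 for 4-fold genes at 24 h, 200 for 4-fold genes at 48 h, 0 for 4-fold genes, 12 h against 8 h, 114 for 4-fold genes, 48 h against 24 h. With a pseudocount of 0.1 TPM, the values were 373 for 2-fold genes at 24 h, 293 for 2-fold genes, 12 h against 8 h, 2.55 for Hedgehog pathway at 48 h, 0.541 for r of 24 h and 48 h. With no filter on low values, the values were 272 for 2-fold genes at 24 h, 1335 for 2-fold genes at 48 h, 99 for 2-fold genes, 12 h against 8 h, 1181 for 2-fold genes, 48 h against 24 h, 5.30 for immediate early genes at 8 h, 20.3 for Müller glia markers at 8 h, 5.49 for circadian clock genes at 8 h, 95.8 for EGF receptor and ERK genes at 12 h, 19.2 for Müller glia markers at 12 h, 3.38 for FGF family at 24 h, 72.4 for retinal progenitor markers at 24 h, 3.15 for hypoxia and glycolysis genes at 48 h, 4.81 for circadian clock genes at 48 h, 7.8 for mitochondrially encoded genes at 48 h. Among genes with a mean of at least 5 TPM, the values were 46 for 2-fold genes at 24 h, 324 for 2-fold genes at 48 h, 14 for 2-fold genes, 12 h against 8 h, 282 for 2-fold genes, 48 h against 24 h, 4.15 for Hedgehog pathway at 8 h, 94.6 for EGF receptor and ERK genes at 8 h, 96.4 for temperature response genes at 8 h, 97.3 for actin genes at 8 h, 87.6 for histone genes at 12 h, 3.83 for Hedgehog pathway at 48 h, 0.524 for r of 8 h and 48 h, 0.485 for r of 12 h and 48 h, 66.4% for 12 h higher calls on the other side at 24 h, 62.2% for 12 h higher calls on the other side at 48 h, 1.06% for 48 h calls below 1 TPM in DMSO. After adjustment for gene length, the values were 96 for 2-fold genes at 24 h, 478 for 2-fold genes at 48 h, 35 for 2-fold genes, 12 h against 8 h, 461 for 2-fold genes, 48 h against 24 h, 11.4 for Hedgehog pathway at 8 h, 5.98 for fatty acid synthesis genes at 8 h, 3.5 for circadian clock genes at 8 h, 92 for histone genes at 8 h, 4.9 for Hippo pathway and YAP targets at 12 h, 4.7 for fatty acid synthesis genes at 12 h, 86.5 for histone genes at 12 h, 12.4 for Hedgehog pathway at 48 h, 36.4 for Hippo pathway and YAP targets at 48 h, 33.1 for fatty acid synthesis genes at 48 h, 6.92 for unfolded protein response at 48 h, 25.9 for circadian clock genes at 48 h, 82.6 for oxidative phosphorylation genes at 48 h, 0.94 for histone genes at 48 h, 0.17 for small RNA genes at 48 h. With the 24 h library as reference, the values were 3.48 for Hedgehog pathway at 8 h, 48.1 for immediate early genes at 8 h, 57.7 for Müller glia markers at 8 h, 91.9 for temperature response genes at 8 h, 31.4 for histone genes at 8 h, 40.8 for Hippo pathway and YAP targets at 12 h, 45 for Müller glia markers at 12 h, 26.3 for extracellular matrix genes at 12 h, 9.68 for histone genes at 12 h, 43 for TGF-β and BMP pathway at 48 h, 29.7 for Hedgehog pathway at 48 h, 49.1 for Hippo pathway and YAP targets at 48 h, 78 for EGF receptor and ERK genes at 48 h, 8.36 for fatty acid synthesis genes at 48 h, 9.34 for unfolded protein response at 48 h, 18.5 for histone genes at 48 h, 24 for mitochondrially encoded genes at 48 h, −0.92 for Rps29 at 12 h, 0.37 for RF00282 at 48 h, 0.21 for Mir22 at 8 h, −0.48 for RF00071 at 48 h, −0.033 for AABR07058519.1 at 8 h, −0.47 for LOC108352861 at 12 h, 32.1% for 8 h higher calls on the other side at 48 h, 10.4% for 8 h lower calls on the other side at 48 h, 32% for 12 h higher calls on the other side at 48 h, 14.4% for 12 h lower calls on the other side at 48 h, 63.1% for 48 h calls below 1 TPM in DMSO. By the authors' log2 fold change, the values were 97.4 for EGF receptor and ERK genes at 8 h, 97.47 for histone genes at 12 h, 3.25 for TGF-β and BMP pathway at 48 h, 23% for 8 h higher calls on the other side at 48 h, 42.9% for 8 h lower calls on the other side at 24 h, 11.6% for 8 h lower calls on the other side at 48 h, 26.6% for 12 h higher calls on the other side at 48 h, 46.8% for 12 h lower calls on the other side at 24 h, 14.8% for 12 h lower calls on the other side at 48 h. With median-of-ratios factors, the values were 18.4% for 8 h higher calls on the other side at 48 h, 42.9% for 8 h lower calls on the other side at 24 h, 15.4% for 8 h lower calls on the other side at 48 h, 20.7% for 12 h higher calls on the other side at 48 h, 46.8% for 12 h lower calls on the other side at 24 h, 18.3% for 12 h lower calls on the other side at 48 h. Centred on the median of all genes, the values were 12.6% for 8 h higher calls on the other side at 48 h, 42.9% for 8 h lower calls on the other side at 24 h, 20.8% for 8 h lower calls on the other side at 48 h, 51.7% for 12 h higher calls on the other side at 24 h, 16.7% for 12 h higher calls on the other side at 48 h, 46.8% for 12 h lower calls on the other side at 24 h, 23.6% for 12 h lower calls on the other side at 48 h. Among genes with a mean of at least 1 TPM, the values were 31.3% for 48 h calls below 1 TPM in DMSO. At 24 h, 154 calls were listed at a p of at most 0.05 alone, 40 calls were listed at a p of at most 0.08, 49 calls were listed at a p of at most 0.1, 439 calls were listed at the fold threshold alone.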

Differences from the paper's values

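Counts below are at the paper's stated thresholds, a p below 0.05 and a log2 fold change above 1 or below −1. At 24 h the authors' deposited table gave 25 calls, 18 higher and 7 lower, against the paper's 272, of which the paper gives 117 as higher and 155 as lower. None of the alternatives set before the data were examined closed the gap: the adjusted p gave 0 calls, a log2 fold change above 2 gave 8, and a mean normalized count of at least 10 left 25. Among settings chosen after the values were seen, the exact test of the reads gave 286 calls, 172 higher and 114 lower, within 1.5 times of each of the paper's counts, and dropped 1 of the 9 genes of Table 4 at 24 h. Also chosen after the values were seen, a p of at most 0.06, 0.08 and 0.1 gave 27, 40 and 49 calls, the p alone 154 and the fold alone 439. The number of genes at least 2-fold from DMSO in TPM with no filter on low values, which was set before the data were examined and counts sizes without a p, was also 272, with 168 higher and 104 lower. At 48 h that setting gave 1335 genes against the paper's 339. At 24 h both this setting and the exact test gave more higher than lower genes, while the paper gives more lower ones.

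Of the 8 h calls, 1.34% were shared with 24 h, against the paper's 2.2%. A log2 fold change above 2 gave 0.288% and a mean normalized count of at least 10 again 1.34%, so that neither reached it. Of the 24 h calls, 40.0% were found at no other time, against about 86% in Fig. 3, read by eye. With a log2 fold change above 2 the share was 25%, and with a mean normalized count of at least 10 it was 40.0%. For Tgfbr3 at 12 h the paper's Table 4 gives 2.0120589, and the normalized counts gave −2.01, a value of the opposite sign. The authors' log2 fold change gave −2.01, pseudocounts of 0.1 and 5 TPM −2.33 and −1.44, median-of-ratios scaling −1.85 and the 24 h library as reference −2.04, all negative. The other 46 of the 47 values of Table 4 equalled the log2 ratios of normalized counts within 0.01 or lay within their bound.

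The paper states that most genes called at 8 h changed direction later. Of the lower calls 33.2% lay above DMSO at 24 h and 3.09% at 48 h, and of the higher calls 59.5% and 50.0% lay below, with 0 to 3 genes at least 2-fold on the other side. Relative to the median gene these shares were 42.9% and 20.8% of the lower calls and 53.2% and 12.6% of the higher calls. The paper presents the genes of Table 4 as differentially expressed, and 26 of the 47 met its thresholds in the authors' deposited table while 21 did not. The paper names β-catenin as higher at 8 h and 12 h, and Ctnnb1 was at 1.15-fold and 1.06-fold, while Bcat1, listed in Table 4, was at 7.20-fold and 8.82-fold. The exact test of the reads, chosen after the values were seen, called 46 of the 47 genes of Table 4, among them Ascl1 at 24 h, Lin28a at 48 h and Fzd9 at 12 h, and left out Sox9 at 24 h. It compares libraries and not conditions, and called 3382 of 13708 genes at 12 h, 286 of 13763 at 24 h and 2333 of 15143 at 48 h. Table 4 was drawn from these same libraries and its genes already lay beyond the fold threshold, so the test is no support for them. The paper gives Ascl1, Lin28a and Sox9 as expressed for the first time at 24 h. In DMSO they had 5, 1 and 6 reads, at 24 h they had 21, 9 and 17, and in the authors' deposited table Ascl1 and Sox9 were not called at 24 h but were at 48 h. The paper gives Hes6 as lower at 8 h and 12 h, and it was at 0.886-fold and 1.02-fold. The paper names Fzd9 as higher at 12 h, where the fold was 3.59 from 24 reads and the identifier printed in Table 4 belongs to Col4a3, with a log2 fold change of −3.50 in the authors' deposited table.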

Other observations

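The lists in this part were fixed before the data were examined, and the adjustment for gene length and the choice of which members to name were made after. At 8 h 5 of the 14 temperature response genes, a list of cold shock and heat shock genes, were at least 2-fold higher than DMSO and 4 in TPM as deposited, with the heat shock gene Hsph1 higher by 1.93 on the log2 scale relative to the median gene, Cryab by 1.72, Hspd1 by 1.60 and Hspe1 by 1.45. The 14 temperature response genes were at percentile 98.8 at 8 h, 83.1 at 12 h, 40.4 at 24 h and 49.2 at 48 h, and at 8 h at 91.9 against the 24 h library and 96.4 among genes with a mean of at least 5 TPM. The 17 actin, contractile and SRF target genes were at percentile 98.2 at 8 h (97.3, inside the range, among genes with a mean of at least 5 TPM) and 99.6 at 12 h, with Fhl2 higher by 1.81 and Tpm1 by 1.45 at 8 h, and at 1.15 at 24 h and 2.85 at 48 h. The 29 extracellular matrix genes were lower at all times, at −0.47, −0.31, −0.14 and −0.30, with Thbs2 at −2.03 and Col12a1 at −1.65 at 8 h, but Tnc was higher by 2.18 at 12 h, and against the 24 h library the list lay at percentile 26.3 at 12 h. The 15 circadian clock genes were at percentile 0.27 at 8 h and 0.11 at 12 h, with Bhlhe41 at −1.73, Dbp at −1.64 and Per3 at −1.45 at 8 h, and at 96.4 at 24 h and 1.68 at 48 h. The circadian clock list lay inside the range at 8 h with no filter on low values (5.49) and adjusted for gene length (3.51), and at 48 h with a pseudocount of 5 TPM (16.3), with no filter (4.81) and adjusted for gene length (25.9), while at 24 h no filter (98.8) and the adjustment (99.0) put it above the range. The 22 immediate early genes were at −0.49 at 8 h, −0.21 at 12 h, −0.47 at 24 h and −0.15 at 48 h, with Fosl2 at −1.65 and Fos at −1.62 at 8 h and Jun at −0.85 at 24 h, and at 8 h at percentile 48.1 against the 24 h library, 4.67 with a pseudocount of 5 TPM and 5.30 with no filter.

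Photoreceptor and epithelial markers stayed inside the central 95% of random lists. The 4 photoreceptor markers were at percentile 48.5, 43.5, 8.85 and 46.4 at 8, 12, 24 and 48 h, and the 13 pigment epithelium and epithelial markers at 27.2, 51.6, 6.34 and 56.9, although Krt8 was higher by 2.44 and Col8a1 at −2.14 at 8 h. The 12 genes of other tissue-restricted families were at 75.0, 76.7, 63.3 and 83.7. The 22 unfolded protein response genes were at 42.9 and 71.1 at 8 h and 12 h, with Sdf2l1 higher by 1.88 at 8 h, and lower at 24 h and 48 h at medians of −0.16 and −0.09, the latter inside the range adjusted for gene length (percentile 6.92) and against the 24 h library (9.34). The 13 mitochondrially encoded genes were at 0.40 and 0.43 at the early times, inside the range, and at −0.20 and 0.05 later, below it, the last being −0.26 without centring and inside the range with no filter on low values (percentile 7.80) and against the 24 h library (24.0). The 38 small RNA genes were at 0.07 at 24 h and at 0.26 at 48 h, where the sign turned to negative without centring and the percentile was 0.17 after adjustment for gene length. Of nicotinic receptor subunits 2 of 5 were kept, Chrne at −1.43 and Chrnb1 at 0.66 at 8 h. The 6 olfactory and vomeronasal receptor genes had 129 reads in DMSO, 189 at 8 h, 217 at 12 h, 97 at 24 h and 131 at 48 h, and 1 of them was called higher at 8 h and 1 at 12 h in the authors' deposited tables.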
